# The expression profiles of miRNA–mRNA of early response in genetically improved farmed tilapia (*Oreochromis niloticus*) liver by acute heat stress

**DOI:** 10.1038/s41598-017-09264-4

**Published:** 2017-08-18

**Authors:** Jun Qiang, Wen J. Bao, Fan Y. Tao, Jie He, Xia H. Li, Pao Xu, Lan Y. Sun

## Abstract

Genetically improved farmed **tilapia** (GIFT, *Oreochromis niloticus*) are commercially important fish that are cultured in China. GIFT are highly susceptible to diseases when exposed to high temperatures in summer. Better understanding the GIFT regulatory response to heat stress will not only help in determining the relationship between heat stress signalling pathways and adaption mechanisms, but will also contribute to breeding new high-temperature tolerant strains of GIFT. In this study, we built control (28 °C) and heat-treated (37.5 °C) groups, and extracted RNA from the liver tissues for high-throughput next-generation sequencing to study the miRNA and mRNA expression profiles. We identified 28 differentially expressed (DE) miRNAs and 744 DE mRNAs between the control and heat-treated groups and annotated them using the KEGG database. A total of 38 target genes were predicted for 21 of the DE miRNAs, including 64 negative miRNA–mRNA interactions. We verified 15 DE miRNA–mRNA pairs and 16 other DE mRNAs by quantitative real-time PCR. Important regulatory pathways involved in the early response of GIFT to heat stress included organism system, metabolism, and diseases. Our findings will facilitate the understanding of regulatory pathways affected by acute heat stress, which will help to better prevent heat damage to GIFT.

## Introduction

For cold-blooded animals such as fish, when the ambient temperature changes the new environmental conditions induce fish to undergo physiological adaptation changes, such as increased body temperature, reduced oxygen tolerance, and decreased metabolic rates^1, 2^. Increased water temperatures have been associated with increased fish feeding rates and growth^3^. However, when the water temperature exceeds a fish’s optimum temperature, its immune defence, digestion enzyme activity, protein synthesis, and growth processes are repressed^2–4^. Thus, a better understanding of the molecular regulatory response of fish to heat stress will not only provide crucial information about the relationship between heat stress signalling pathways and adaption mechanisms, but will also help in breeding new high-temperature tolerant strains of fish.

Genetically improved farmed tilapia (GIFT, *Oreochromis niloticus*) are an important source of affordable, high-yield protein. GIFT are cultured mainly in southern China, in places such as Hainan, Guangxi, Guangdong, and Fujian, because GIFT can tolerate relatively high temperatures but cannot survive in water below 11 °C^5^. The normal temperature range for tilapia growth is 20–33 °C, and at temperatures above 37 °C, their mortality suddenly increases^6, 7^. In recent years, the summer temperatures in southern China have been above 36 °C and water temperatures have reached 35 °C. High temperatures can result in liver damage, reduced lysozyme activity, reduced phagocytic function of white blood cells, and reduced immunoglobulin levels in blood, which eventually increase the susceptibly of tilapia to infectious diseases^8–11^. GIFT are not only an important cultured food fish, but are also an ideal model organism for the study of signal transduction and regulatory mechanisms under heat stress conditions.

MicroRNAs (miRNA) are a class of small non-coding RNAs (18–25 nucleotides) that function in RNA silencing and post-transcriptional regulation of gene expression by binding to the 3′-untranslated regions of target mRNAs^12^. MiRNA expression levels are regulated in response to temperature stresses. For example, 18 miRNAs were up-regulated and 11 were down-regulated in rat jejunum after heat treatment^13^, and 25 miRNAs were differentially expressed in zebrafish (*Danio rerio*) in response to cold stress^14^. The regulatory function of miRNAs is an important factor in the adaptive response of fish to heat stress.

Heat stress in fish has been shown to alter the expression profiles of genes involved in immune regulation and stress adaptation. For example, the expression levels of immune-related genes (e.g., genes coding immunoglobulin M, lysozyme, hepcidin, and transferrin) were significantly up-regulated in turbot (*Scophthalmus maximus*) 48 h post-heat stress^15^. Heat shock proteins (HSPs) play important roles in fish exposed to environmental stresses. For example, some highly conserved HSPs were synthesized in sculpin (*Oligocottus maculosus*)^16^ and turbot^17^ inresponse to heat stress. Fatty acid composition and utilization in fish were also shown to be affected by heat stress^18^. The gene coding ∆6-desaturase-α, which is involved in polyunsaturated fatty acid biosynthesis, was up-regulated in common carp (*Cyprinus carpio*) by heat stress, and its up-regulation helped to increase fatty acid metabolism and maintain the fluidity of cell membranes^19^. The proteins identified in these studies were generated from known and functional protein-coding genes; however, the significance of changes in the mRNA transcriptomes of fish in response to heat stress is far from clear.

Currently, limited information is available about the effects of acute heat stress on GIFT and the possible regulatory pathways involved. We hypothesized that various regulatory pathways will be affected by acute heat stress and aimed to find out why GIFT were highly susceptible to infectious disease when exposed to heat stress. The liver tissue of fish is extremely sensitive to changes in the external environment and is an important biological target organ that has been used in stress response and environmental monitoring^5^. We determined the expression profiles of miRNAs and mRNAs in liver of GIFT in control and heat stress-treated groups by high-throughput next-generation sequencing. Differently expressed (DE) miRNAs and DE mRNAs were jointly analysed in biological pathways related to heat stress. Our findings offer a deeper insight into the molecular mechanisms involved in the heat stress response in GIFT.

## Results

### Assessment of 48-h median lethal temperature (48-h LT_50_) in GIFT under heat stress

An increase of water temperature (from 35.5 °C to 39 °C) significantly increased the mortality of the GIFT after 48 h under heat stress (Table 1). Temperature and mortality were taken as independent and dependent variables respectively. The regression equation was Y = −1172.738 + 32.619X (R = 0.963, *P* < 0.001). The 48-h LT_50_ was determined as 37.49 °C by a linear interpolation method. Therefore, 37.5 °C was chosen as the heat stress temperature in this study.

**Table 1:** Comparison of the cumulative mortality of GIFT at high temperature stress for 48 h.

Temperature	Fish death in each tank at 48 h			Mortality
	Group 1	Group 2	Group 3	
35.5	0	0	0	0.00
36	0	0	0	0.00
36.5	1	1	0	6.67
37	5	3	5	43.33
37.5	5	7	6	60.00
38	7	7	6	66.67
38.5	8	8	9	83.33
39	9	10	9	96.67

At 12 h post-37.5 °C stress, a large number of fish were still on the bottom of the tank and exhibited reduced movement and, at 24 h post-heat stress, some fish began to show imbalance and lay on the tank bottom. When the abdomen of the fish was touched gently, the fish would swim quickly; such fish soon died. The red blood cell (RBC) and white blood cell (WBC) counts and serum lysozyme activity in the heat-stressed GIFT increased gradually from 0 h to 24 h, and reached peak values at 24 h; then significantly decreased at 36 h and 48 h (Fig. 1). Based on this result, we considered 24 h post-37.5 °C stress as an important threshold for GIFT. Therefore, we used liver from 24-h heat-stressed GIFT to investigate the regulatory mechanisms of miRNA–mRNA interactions.

**Figure 1:**
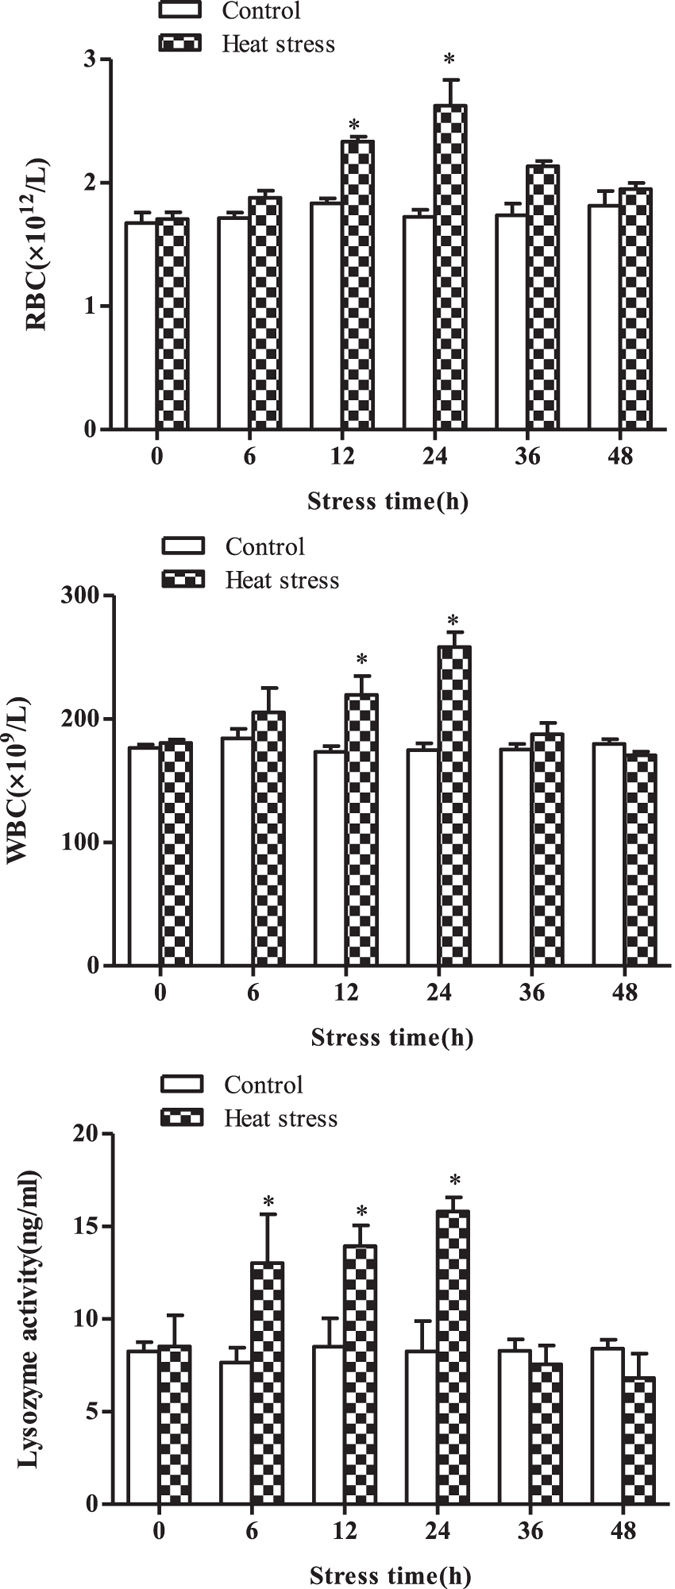
Red blood cell (RBC) and white blood cell (WBC) counts in blood samples, and serum lysozyme activity in GIFT between control (CO) and 37.5 °C heat-treated (HTS) groups for 48 h. Paired-samples t tests were used to compare different sampling times of the CO or HTS groups, which are indicated by asterisks.

### Expression profiling of miRNAs in heat-stressed GIFT liver

We built and sequenced six miRNA libraries; three from 28°C control groups (CO-1, CO-2, and CO-3) and three from 37.5 °C-treated groups (HTS-1, HTS-2, and HTS-3). 

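Each library was built from the pooled livers of 3 fish of one tank, and 3 CO tanks and 3 HTS tanks were sampled, so n = 3 counts tanks. The HTS livers were taken after 24 h at 37.5 °C. The CO water is 28 °C in the text of the paper and 29 °C in the sample labels. The authors deposited values they normalized as modified RPM and rounded to whole numbers, which are called normalized reads here. They were not scaled to a common total. Of the 538 miRNA entries, 463 had distinct mature sequences, and 62 sequences stood under more than 1 name with identical values. With each sequence counted once, the normalized reads summed to between 2529839 and 3464831 per library. Reads behind single values were not used here, so the depth of each value is unknown. A pseudocount of 1 was added before the log2 transform. HTS was compared with CO by limma's moderated test with a mean trend, and p was adjusted by the Benjamini-Hochberg method over the 424 sequences with a mean of at least 1 normalized read. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1.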

The biological replicates had good repeatability (Supplementary Fig. S1). 

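Pearson correlations across the 463 miRNA sequences, on the log2 scale, were 0.946 to 0.958 within CO, 0.970 to 0.975 within HTS and 0.942 to 0.958 between the groups. The correlations are across sequences, which are not independent replicates. On untransformed values, where the most abundant sequences dominate, their means were 0.987 within CO, 0.993 within HTS and 0.989 between the groups. The first principal component of the log2 values held 38.3% of the variance.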

A total of 13,602,611, 13,029,563, 14,426,681, 14,395,061, 11,506,732,and 11,963,811 raw reads were obtained from the CO-1, CO-2, CO-3, HTS-1, HTS-2, and HTS-3 libraries, respectively (Supplementary Table S1). After removing reads that contained adaptor sequences and low-quality reads, 7,336,868, 6,080,277, 5,233,861, 7,645,402, 6,614,342,and 6,033,205 clean reads remained in the CO-1, CO-2, CO-3, HTS-1, HTS-2, and HTS-3 libraries, respectively. 

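By length, sequences of 22 nt held the largest share of the normalized reads in 6 of 6 miRNA libraries. Their share was 69.6 ± 2.55% (SD, n = 3) in CO and 0.689 percentage points higher in HTS (SD 1.50, n = 3), a difference within the spread between libraries (two-sided exact permutation test, p = 0.70). Sequences of 23 nt followed with 15.9 ± 2.08% in CO and 18.4 ± 2.23% in HTS, and sequences of 21 nt with 11.3 ± 2.35% and 9.18 ± 1.09% (SD, n = 3 each). These shares are of the listed miRNAs, so reads of other small RNAs are not in them. Of the 463 sequences, 219 were 22 nt long. With one library left out, the difference in the 22-nt share lay between -0.775 and 1.54 percentage points.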

The 22-nt long reads were the most abundant in the six libraries (Supplementary Fig. S2). 

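The deposited miRNA table held 492 entries named after a miRNA of another species and 46 entries with a PC- name. The most abundant sequence, dre-miR-122 (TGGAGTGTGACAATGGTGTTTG), made up 32.6% of the normalized reads over the 6 libraries.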

Among the clean reads, we detected 46 predicted novel miRNAs (Supplementary Table S2) and 529 conserved miRNAs belonging to 96 miRNA families (Supplementary Table S3). The conserved miRNAs mapped to a large proportion of the miRNA precursors from other fish species listed in miRBase 21.0, including *Salmo salar* (ssa), *Ictalurus punctatus* (ipu), *Fugu rubripes* (fru), *Tetraodon nigroviridis* (tni), Zebrafish (dre), and *Oryzias latipes* (ola) (Fig. 2).

**Figure 2:**
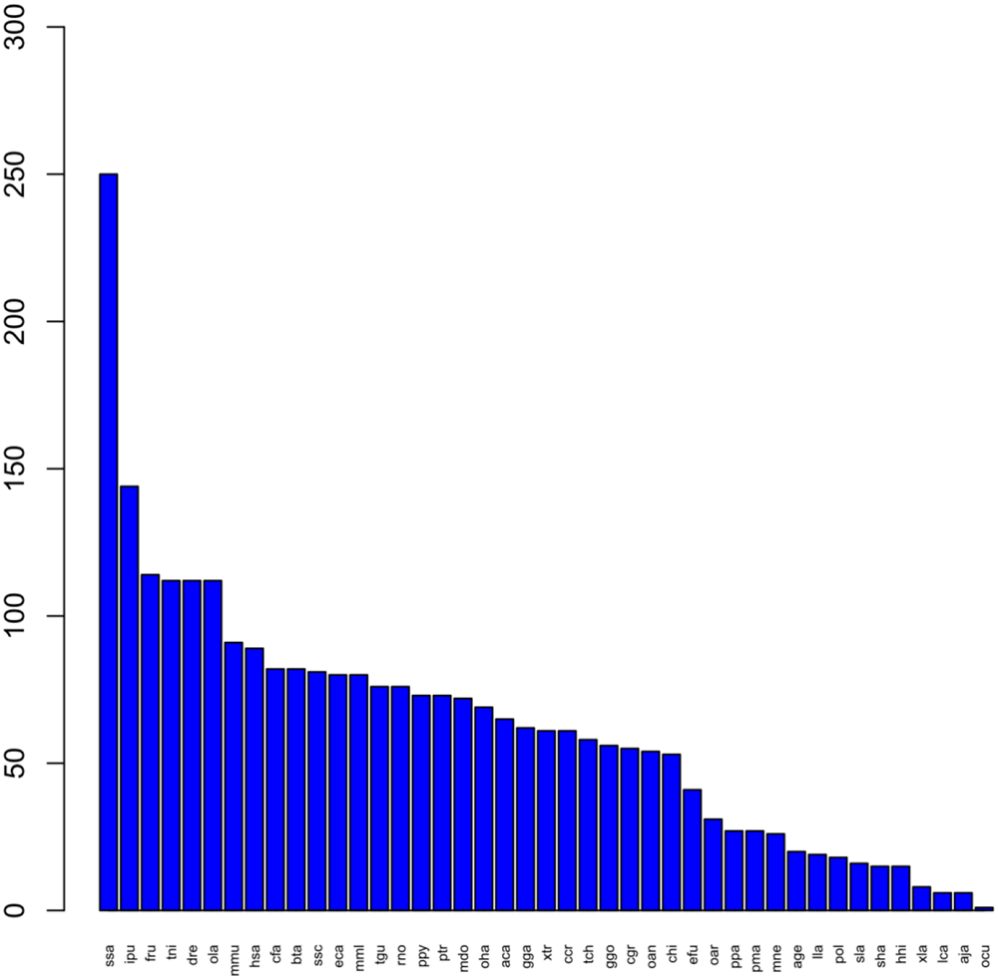
Conservation profiles of the identified GIFT liver miRNAs with miRNAs from other fish species, including *Salmo salar* (ssa), *Ictalurus punctatus* (ipu), *Fugu rubripes* (fru), *Tetraodon nigroviridis* (tni), Zebrafish (dre), and *Oryzias latipes* (ola).

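Between HTS and CO, 14 of 424 miRNA sequences had an adjusted p under 0.05 (limma, Benjamini-Hochberg), 8 higher and 6 lower in HTS. At an unadjusted p under 0.05 there were 70. The count was 0 with the unmoderated test named in the methods, where 63 had an unadjusted p under 0.05. It also moved with the libraries left out: it was 18 without CO-1, 1 without CO-2, 9 without CO-3 and 0 without any one of the 3 HTS libraries, where 60, 51 and 60 sequences had an unadjusted p under 0.05. All 14 kept their sign in each of these comparisons. The values of the HTS and CO libraries did not overlap for 104 of the 424 sequences (24.5%), against 10% by chance. The largest rises with an adjusted p under 0.05 were those of ssa-miR-206-3p, dre-miR-133b-3p, dre-miR-1, dre-miR-133a-3p and PC-5p-44104_66. Among them, dre-miR-133b-3p (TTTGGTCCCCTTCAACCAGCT) rose from 3.00 ± 2.65 to 115 ± 15.6 normalized reads (SD, n = 3), with a log2 fold change of 5.05 (standard error 0.53, adjusted p = 0.0088). PC-5p-44104_66 had 3, 0 and 0 normalized reads in CO and 61, 32 and 13 in HTS. With 2 values of 0, its size and call depend on the pseudocount: the adjusted p was 0.081 with a pseudocount of 0.1. The largest falls were those of ssa-miR-1338-3p, ssa-miR-7132b-5p, ssa-miR-1338-5p and both strands of dre-miR-142a. The log2 fold change of ssa-miR-7132b-5p was -1.71 (standard error 0.21, adjusted p = 0.011), from 1783 ± 336 to 539 ± 31.0 normalized reads (SD, n = 3). That of dre-miR-142a-3p was -1.32 (standard error 0.19, adjusted p = 0.011). Without any one HTS library, none of these 10 kept an adjusted p under 0.05.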

A total of 50 DE miRNAs were found between the CO and HTS libraries (Supplementary Table S4); among them, 28 DE miRNAs had *P* < 0.05, fold-change ≥ 1.5 or ≤0.67, and reads per million reads (RPM) ≥5. 

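By the study's criteria (unadjusted p under 0.05 from limma, a ratio of group means of at least 1.5 or at most 0.67, and a higher group mean of at least 5 normalized reads), 60 miRNA sequences differed, 38 higher and 22 lower in HTS. All 14 sequences with an adjusted p under 0.05 were among them. Without CO-1 the count was 95, with 62 higher and 33 lower. The direction of the counts depended on the scaling of the libraries. Rescaling the libraries to equal totals after leaving out miR-122 moved the median log2 fold change of all sequences by -0.23, and then 22 sequences were higher and 42 lower. Quantile normalization moved it by -0.13 and gave 32 higher and 30 lower, and median-ratio rescaling moved it by -0.09 and gave 34 higher and 30 lower. Under the authors' own scaling the median log2 fold change was 0.12, so a miRNA near that value moved with the bulk of the sequences. The unmoderated per-gene test named in the methods gave 47 sequences, 33 higher and 14 lower. Of the 52 distinct sequences at the head of the deposited table, those that Table S4 lists, 50 were tested and 50 had p under 0.05 by that test. With limma, 43 of the 50 had an unadjusted p under 0.05, 10 an adjusted p under 0.05 over all sequences, and 40 when adjusted over the list alone. That list was chosen on these libraries and is not independent evidence.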

Among the 28 DE miRNAs, 11 were significantly down-regulated and 17 were significantly up-regulated, in the HTS libraries compared with the CO libraries. The DE miRNAs were divided into five biological processes, as shown in the heat map in Fig. 3.

**Figure 3:**
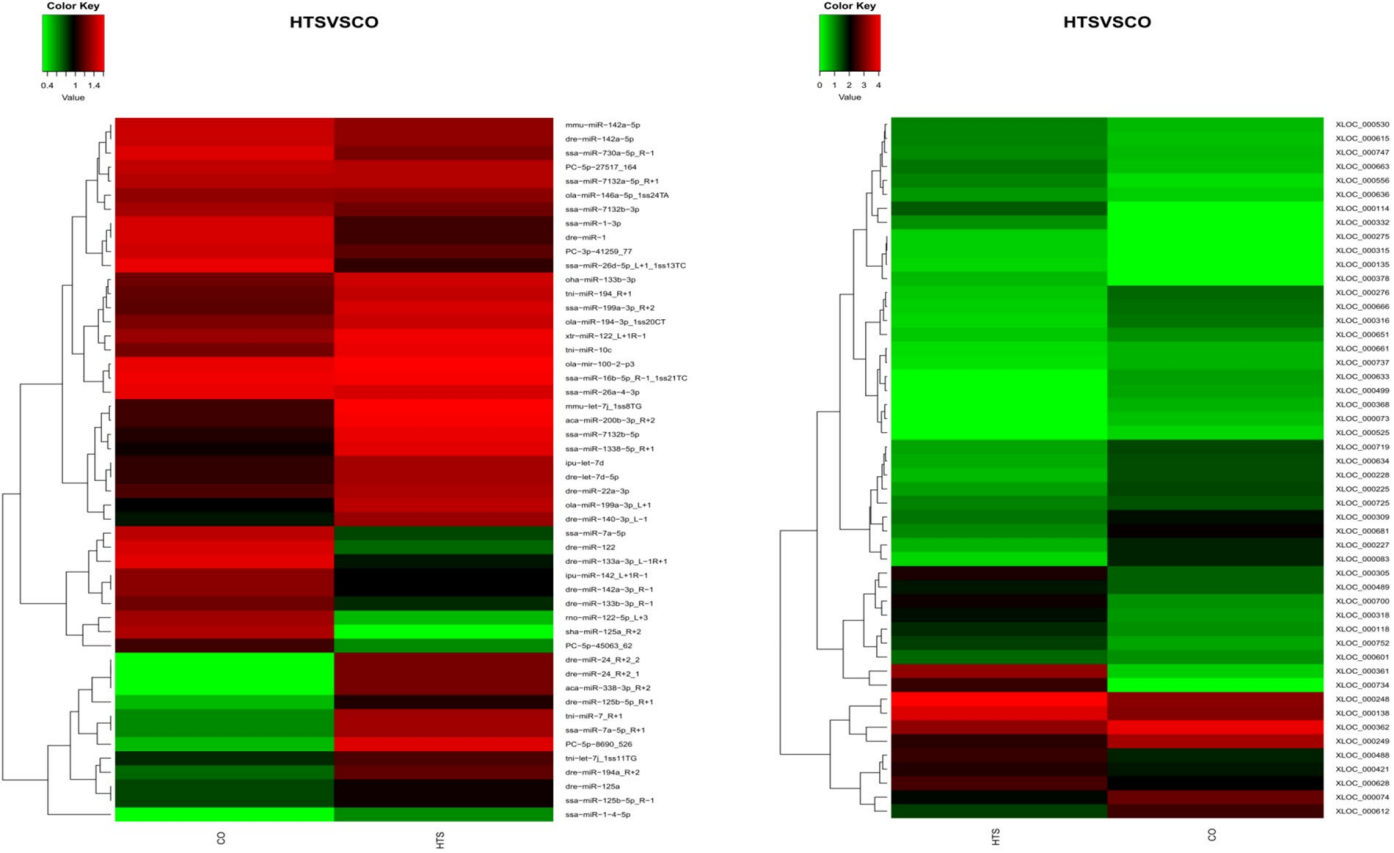
Hierarchical clustering of differentially expressed (DE) miRNAs and DE mRNAs between control (CO) and 37.5 °C heat-treated (HTS) groups. All the DE miRNAs are shown in the miRNA heat map, but only the top 60 DE mRNAs are shown in the mRNA heat map.

### Expression profiling and annotation of mRNAs in heat-stressed GIFT liver

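For the mRNA libraries, poly(A) RNA of the same tanks was sequenced, again 3 libraries per group. The authors aligned the reads with TopHat and computed FPKM with Cufflinks, and the deposited table gives one FPKM value per library for annotated transcripts or merged transcripts. The table covered only the first part of the loci as the study numbers them: of the uniquely named genes of Table S8 under locus 13000, 1841 of 2120 were in it, and from locus 14000 on, 2 of 2149. Counts below are therefore counts over part of the genes. The genome build is not named in the paper's text, and positions are not given here. The log2 values were computed with a pseudocount of 1 and compared by the same limma test over the 5225 entries with a mean of at least 1 FPKM. Read counts were not used here, and the depth of single values is unknown. Some exact zeros stand beside high values of the same group, such as c8g, listed at 1395, 0 and 1459 FPKM in HTS.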

We built and sequenced six mRNA libraries, three from the 28 °C control groups (CO-1, CO-2, and CO-3) and three from the 37.5 °C-treated groups (HTS-1, HTS-2, and HTS-3). The biological replicates had good repeatability (Supplementary Fig. S3). 

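On the log2 scale, Pearson correlations across the mRNA entries were 0.961 to 0.971 within CO and 0.970 to 0.974 within HTS. Between the groups they were 0.902 to 0.924. As above, transcripts are not independent replicates. On untransformed FPKM the values were 0.663 to 0.905 within CO, 0.827 to 0.939 within HTS and 0.443 to 0.704 between the groups. The first principal component, with 63.8% of the variance, separated the 3 HTS libraries from the 3 CO libraries. The second, with 11.9%, set CO-2 apart from CO-1 and CO-3.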

An overview of the reads and quality filtering of the biological replicates are shown in Supplementary Table S5. After removing the low quality raw reads, 40,826,712, 48,116,524, 42,428,160, 40,083,434, 43,120,542, and 50,461,524 clean reads remained in the CO-1, CO-2, CO-3, HTS-1, HTS-2, and HTS-3 libraries respectively. Among them, the 25,941,213, 29,535,094, 26,308,819, 25,838,466, 26,844,109, and 33,704,213 reads that mapped to the Nile tilapia genome were analysed (Supplementary Table S6). Significantly more reads mapped to exon regions than to intron and intergenic regions of the genome (Supplementary Table S7).

A total of 6685 DE mRNAs were detected between the CO and HTS libraries (Supplementary Table S8). These DE mRNAs were classified into five biological processes as shown in the heat map in Fig. 3. 

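Of the 5225 mRNA entries tested, 1704 had an adjusted p under 0.05 (limma, Benjamini-Hochberg), 907 higher and 797 lower in HTS. At an unadjusted p under 0.05 there were 2310. The alternative that changed the count most was the minimum of 10 FPKM in place of 1, with 678 of 1626 entries. The unmoderated test named in the methods, with the same adjustment, gave 763. Leaving out HTS-1 gave 1108, HTS-2 gave 1120, and the other libraries between 1239 and 1312. The HTS and CO values did not overlap for 2587 entries (49.5%), where chance gives 10%. The 5 largest rises were those of hsp90aa1.1 (merged with a neighbouring gene), ca5a, cpt1cb, DNAJA4 and sh2d3cb. The FPKM of hsp90aa1.1 was 2.13, 2.96 and 3.14 in CO and 533, 479 and 261 in HTS, with a log2 fold change of 6.77 (standard error 0.31, adjusted p = 0.00013). That of ca5a rose from 7.70 ± 5.11 to 463 ± 33.6 (SD, n = 3), with a log2 fold change of 5.97. For cpt1cb the log2 fold change was 5.94 and for DNAJA4 5.56, and both stayed above 5 with any one library left out. The 5 largest falls were those of the merged entry carnmt1,serpina7, a fads2 entry, aldh1l1, Mb and aldh9a1a.1. The merged entry was listed at 0 in the 3 HTS libraries and at 1847, 1549 and 2178 FPKM in CO. The size of its fall therefore depends on the pseudocount: the log2 fold change was -10.8, and -14.2 with a pseudocount of 0.1. Whether these zeros are failed estimates written as 0 was not tested. The log2 fold change of aldh1l1 was -4.94 (standard error 0.31, adjusted p = 0.00047) and that of aldh9a1a.1 was -4.24 (standard error 0.28, adjusted p = 0.00054). Mb, which encodes myoglobin, fell from 2821 ± 607 to 131 ± 100 FPKM (SD, n = 3).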

The KEGG pathway analysis of the DE mRNAs identified 20 pathways that were enriched by heat stress (*P* < 0.05) (Fig. 4). 

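With limma's unadjusted p under 0.05, a ratio of group means of at least 2 or at most 0.5 and a higher group mean of at least 10 FPKM, 708 mRNA entries differed, 392 higher and 316 lower in HTS. Of these, 648 had an adjusted p under 0.05 (limma, Benjamini-Hochberg). Where the minimum of 10 FPKM was asked of both group means, 318 remained, 183 higher and 135 lower. Leaving out one library gave from 665 to 731 entries. All of these counts cover only the first part of the loci. The paper's 744 was counted over its whole set of loci, so 708 is not a recount of it.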

We identified 744 DE mRNAs that had *P* < 0.05, fold-change ≥2 or ≤0.5, and FPKM ≥10; among them, 202 and 240 known genes were up-regulated and down-regulated, respectively, in the HTS libraries compared with the CO libraries. Of the remaining mRNAs, 62 were unknown genes and 240 were novel genes. The significantly enriched pathways (with ≥5DE mRNAs) included organism system (steroid biosynthesis, cytochrome P450); metabolism (glycine, serine, and threonine metabolism, insulin signalling pathway, PPAR signalling pathway, retinol metabolism, fatty acid metabolism, glycolysis/gluconeogenesis, glutathione metabolism); and immune regulation (antigen processing and presentation, Toll-like receptor signalling pathway, complement and coagulation cascades, leukocyte transendothelial migration, and pathways in cancer) (Table 2). These results suggest that genes involved in organism system, metabolism, and immune regulation pathways may play important roles in the heat-stress response of GIFT.

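Table 2 names 87 distinct genes in the enriched pathways, of which 36 were found in the mRNA table and 35 were tested. Of these, 28 had an adjusted p under 0.05 (limma, Benjamini-Hochberg), 4 higher and 24 lower in HTS, and 33 met the study's criteria. The study chose these genes on the same libraries, so they are not independent evidence. Their median log2 fold change was -1.49. All 6 tested genes of retinol metabolism and all 6 of fatty acid metabolism were lower in HTS at an adjusted p under 0.05, with median log2 fold changes of -1.87 and -1.35. In glutathione metabolism 7 of 7 tested genes were lower, 5 at an adjusted p under 0.05. In glycolysis/gluconeogenesis 4 of 4 were lower, but all 4 are also listed under fatty acid metabolism, so they are not further genes. PCK2 of that pathway, which the paper gives as higher in HTS, was not analysed here. In complement and coagulation cascades 3 of 4 were lower, with a median log2 fold change of -2.40. In the Toll-like receptor signalling pathway 3 of 4 were lower. The largest fall among lists of liver and lipid genes fixed beforehand was in cholesterol synthesis, where 12 genes had a median log2 fold change of -1.41 and 9 of 12 were lower (camera, adjusted p = 0.00019). Of its members, 8 had an adjusted p under 0.05 over all genes tested and 8 when adjusted over the list alone. Of its most abundant members, hmgcra fell from 282, 256 and 479 FPKM in CO to 29.8 ± 4.74 FPKM (SD, n = 3) in HTS, with a log2 fold change of -3.42. Neither insig1 (243 ± 203 and 382 ± 116 FPKM) nor ldlra (42.0 ± 21.3 and 41.6 ± 7.80 FPKM) had an adjusted p under 0.05. The CO values of insig1 were 390, 11.2 and 329 FPKM. Its log2 fold change of 1.67 was 0.040 at the lowest with one library left out. The fatty acid synthesis list (9 genes) had a median of -1.05 (adjusted p = 0.030), with 5 of 9 lower. It passed the threshold neither without CO-1 (median -0.66, adjusted p = 0.12) nor without HTS-2 (adjusted p = 0.061). In it, 4 members had an adjusted p under 0.05 over all genes tested and 4 when adjusted over the list alone, and 2 of its 10 genes are also in tables or figures of the study. The complement and coagulation list (7 genes) had a median of -0.29 and did not pass (adjusted p = 0.46), with 3 members at an adjusted p under 0.05 over all genes and 3 when adjusted over the list alone. Of its 3 higher members, serpinf2b (757, 0 and 760 FPKM in CO) and c8g (0 in each CO library; 1395, 0 and 1459 FPKM in HTS) hold exact zeros beside high values, and how far the list result rests on them was not tested. The list of other secreted hepatocyte proteins had a median of -0.82 over 9 genes (adjusted p = 0.073), which was under 0.05 without CO-2 (0.047) and without HTS-3 (0.030). Its members at an adjusted p under 0.05 numbered 4 over all genes and 5 when adjusted over the list alone. Camera was run with a preset correlation of 0.01. At that setting, splits that mixed CO and HTS libraries also called from 2 to 8 of the 10 lists. Under fry, 9 of the 10 lists tested passed, the exception being complement and coagulation, and with camera's estimated correlation 0 did, although 2 had an unadjusted p under 0.05. The paper proposes from the enriched pathways that genes of organism system, metabolism and immune regulation have important roles in the response to heat stress.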

**Figure 4:**
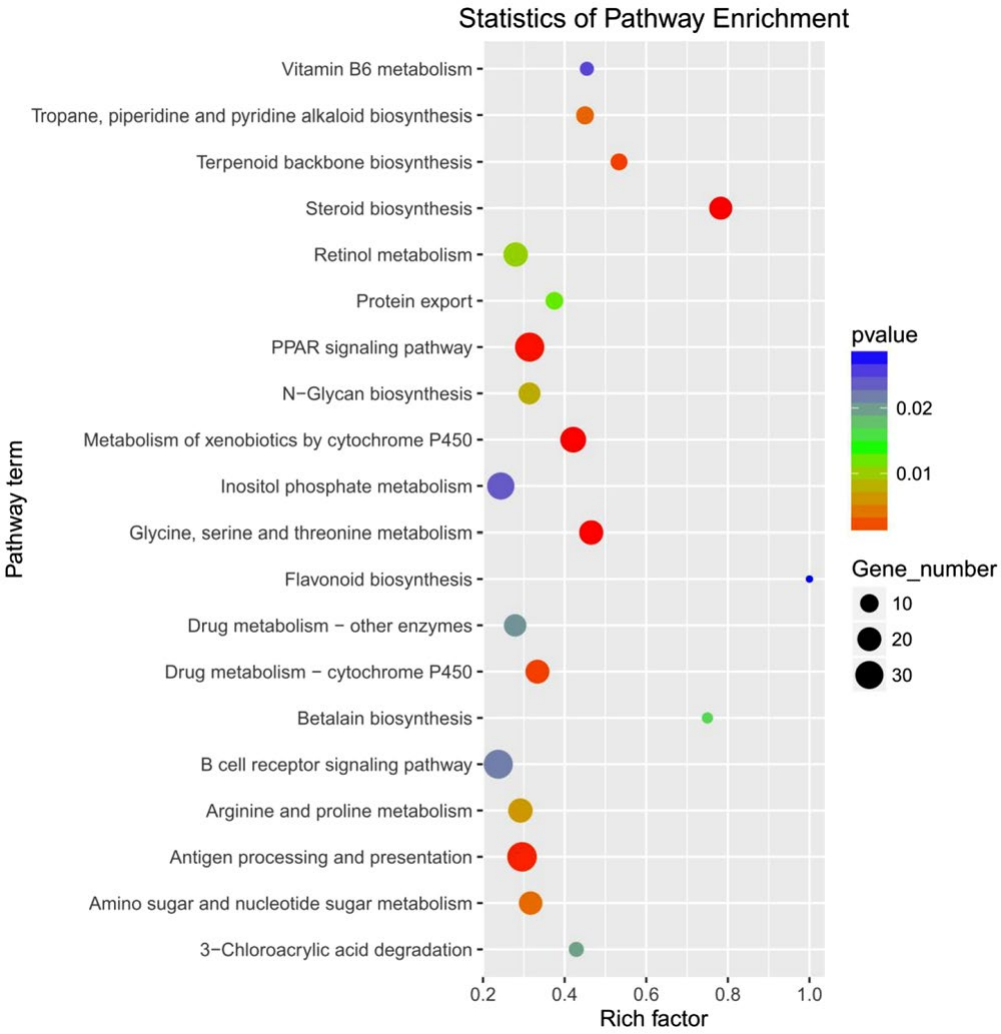
KEGG pathway enrichment analysis of the differentially expressed mRNAs from the liver of GIFT exposed to 37.5 °C heat-stress.

**Table 2:** Significantly enriched pathways involving differentially expressed genes in heat-stressed GIFT liver.

Pathway name	Enriched genes
Steroid biosynthesis	*Cel.2, sigmar1, msmo1, tm7sf2, faxdc2, sc5d*
Peroxisome	*IDH2, agxtd, acox1, hacl1, ephx2, pipox*
Cytochrome P450	*mgst1.1,adh5, gstt1a,mgst3b, cyp3a65,gstt1b*,
Glycine, serine and threonine metabolism	*Agxtb, shmt1, alas2, gamt, bhmt, GLDC, tdh, cbsb, pipox, dmgdh, ENSONIG00000007379*
Insulin signaling pathway	*ACACA, PPP1R3b, FASN, PRKC2, PCK2*
PPAR signaling pathway	*LPL, FADS2, FABP1B.1, ACOX1, CYP4T8, SI:DKEY-9LI10.3, RBP2a,PCK2*
Retinol metabolism	*aldh8a1, retsat, zgc:64106, adh5, ENSONIG00000019488, dgat2, ENSONIG00000019489, cyp4t8, cyp3a65,ENSONIG00000015663*,
Fatty acid metabolism	*ECHS1, ADH5, ALDH9a1a.1, ENSONIG00000019488, ENSONIG00000019489,aldh3a2b, acox1, CYP4T8*
glycolysis/gluconeogenesis	*ADH5, ALDH9a1a.1, ENSONIG00000019488, ENSONIG00000019489,aldh3a2b,PCK2*
Glutathione metabolism	*IDH2, gpx4a, gpx1b, mgst1.1 ENSONIG00000009676, ENSONIG00000019188, gstt1a, mgst3b, G6PD, si:dkey-40m6.14, gstt2, gstt1b*
Antigen processing and presentation	*IFI30, CALR3b, CALR3a, CTSS, PSME1, ENSONIG00000013056*
Toll-like receptor signaling pathway	*TMED3, NFKBIAa, MAP2K4a, NFKBIAb, LRRC58b*
Complement and coagulation cascades	*dab1a, ENSONIG00000014877, f9a,ENSONIG00000012952, ENSONIG00000004728, si:ch1073-280e3.1, shbg, C3, ENSONIG00000014773,ENSONIG00000008983, masp1*
leukocyte transendothelial migration	*CYBA, ACTR3, CLDN2, RAC2, ENSONIG00000003145*
Pathways in cancer	*NFKBIAa, HSP90b1, NFKBIAb, EHLN2, FAM13a, RAC2, LAMC1*

### Integrated analysis of miRNA and mRNA expression profiles

A total of 2995 target genes were predicted for the 50 DE miRNAs using TargetScan and miRanda, and both positive and negative correlations were identified for the resultant miRNA–mRNA pairs (Supplementary Table S9). 

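The copy of Table S9 read here held 2986 predicted pairs. In 978 of them both members were tested, with 50 miRNA sequences and 320 mRNA entries. Among these pairs, 456 (46.6%) moved in opposite directions between CO and HTS. In 59 of the 456, both members had an adjusted p under 0.05 (limma, Benjamini-Hochberg). Without CO-2 this fell to 3, without CO-3 to 30, and without any one HTS library to 0, since no miRNA then passed. The opposite-direction count itself stayed between 451 and 456 with any one library left out.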

Negative correlations between the expression patterns of miRNAs and their target mRNAs are commonly found in animals^20^. 

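The copy of Table S10 read here held 741 pairs, against the paper's 1525, so no test was run on the set. In 242 pairs both members were tested, and 242 of them moved in opposite directions, which is how the pairs were selected. In 45 of them both members had an adjusted p under 0.05 (limma, Benjamini-Hochberg). The count was 0 without CO-2, 16 without CO-3 and 0 without any one HTS library.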

In this study, 1525 of the miRNA–mRNA pairs (involving 50 DE miRNAs and 874 DE mRNAs) had a negative correlation of their expression patterns (Supplementary Table S10). The 1525 negatively correlated miRNA–mRNA pairs were associated with 33 KEGG pathways, as shown in Fig. 5. Among these pathways, organism system, metabolism, and diseases were the three main subclasses, which included sensory system, endocrine system, lipid metabolism, carbohydrate metabolism, immune system, cancers, and infectious diseases. We selected 64 negatively correlated miRNA–mRNA interactions (38 DE target mRNAs for 21 DE miRNAs) for screening based on the following identification: DE miRNAs with *P* < 0.05, fold-change ≥1.5 or ≤0.67, and RPM ≥ 5; and DE mRNAs with *P* < 0.05, fold-change ≥ 2 or ≤0.5 and FPKM ≥ 10.The correlation network for the 64 negatively correlated miRNA–mRNA interactions is showed in Fig. 6.

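Of the 64 pairs of Fig. 6, 24 had both members in the tested tables, with 14 miRNA sequences and 16 mRNA entries. All 24 moved in opposite directions, also with any one library left out, but the pairs were selected for this on the same libraries. In 2 pairs both members had an adjusted p under 0.05 (limma, Benjamini-Hochberg): miR-1338-5p with GHITM, and miR-133a-3p with ndnl2. They were picked out after their values were seen. For ndnl2 the log2 fold change was -1.76 (adjusted p = 0.0030), from 46.3 ± 10.5 to 12.8 ± 1.16 FPKM (SD, n = 3). For dre-miR-133a-3p it was 4.32 (adjusted p = 0.011). Without CO-1 there were 3 such pairs, without CO-3 1, and without CO-2 or any one HTS library 0. Of the 21 miRNAs of Fig. 6, 17 had an unadjusted p under 0.05, 6 an adjusted p under 0.05 over all sequences, and 17 when adjusted over the list alone. Of the 16 tested mRNAs, 14, 12 and 13 did, respectively. The paper selects these pairs by the opposite directions of their members and by its thresholds.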

**Figure 5:**
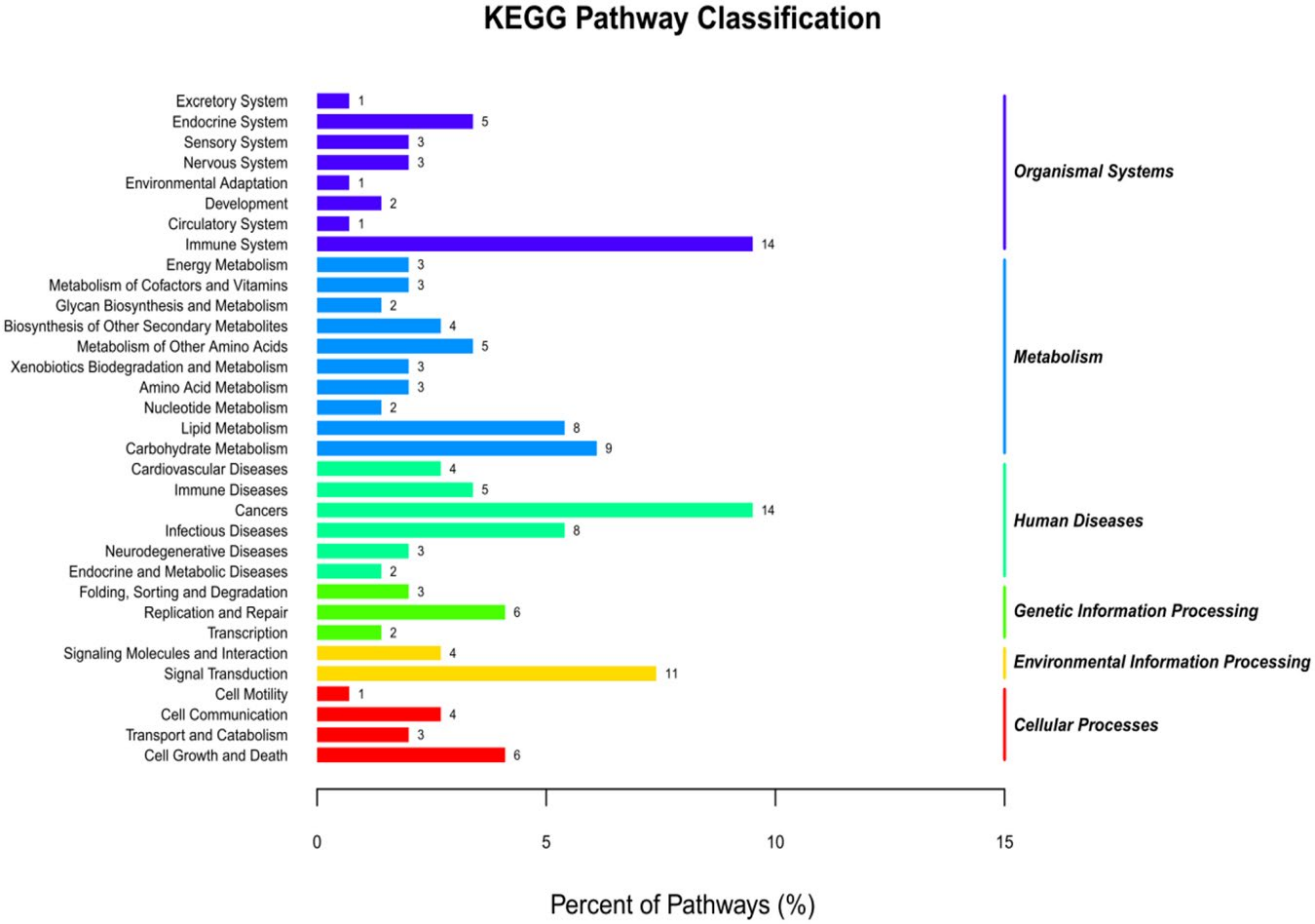
Classification of the enriched KEGG pathways for the negatively correlated miRNA–mRNA pairs of GIFT exposed to heat stress. Negative correlation is defined as having opposite expression patterns between miRNAs and their target mRNAs. The 1525 negatively correlated miRNA–mRNA pairs were associated with 33 KEGG pathways.

**Figure 6:**
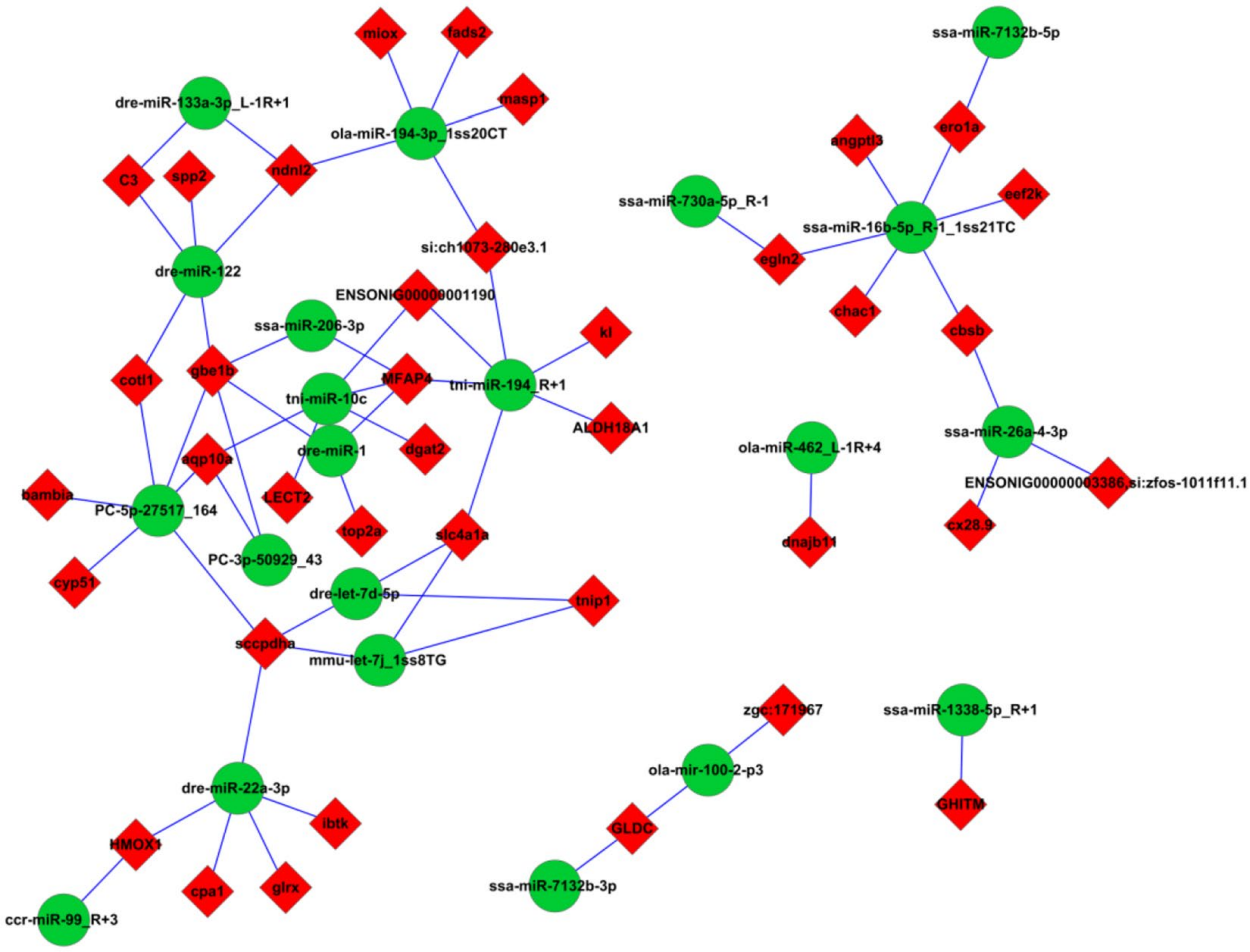
Analysis of the miRNA–mRNA negative correlation network. The network contains 64 negatively correlated miRNA–mRNA interactions (38 DE target mRNAs for 21 DE miRNAs) and was constructed by Cytoscape software.

### Validation of selected DE miRNAs and DE mRNAs by qRT-PCR

We selected 15 DE miRNAs (Table 3) and 26 DE mRNAs (Table 4) from the miRNA and mRNA libraries and verified them by qRT-PCR. They included the miRNAs and mRNAs in the following negative miRNA–mRNA pairs: miR-1/194/miR-206–3p–*MFAP4*, miR-1338-5p–*GHITM*, miR-16b-5p/730a-5p–*EGLN2*, miR-22a-3p–*GLRX*, miR-122–*C3*, let-7j/7d-5p–*TNIP1*, PC-5p-27517/3p-50929–*AQP10a*,miR-99–*HMOX1*, miR-194-3p–*FADS2*, and miR-10c–*DGAT2* (Fig. 7), together with 16 other DE mRNAs (*MSMO1*, *SC5d*,*EPHX2*, *MGST3b*, *CYP3a65*, *LPL*, *AGXTB*, *PCK2*, *SHMT1*, *ACOX1*, *ADH5*, *ACACA*, *HSP90b1*, *MASP1*, *CLDN2*, and *CALR3a*) (Fig. 8). We found that the expression patterns for all the selected miRNAs and mRNAs, except *ACOX1*, were consistent between the deep sequencing data and the qRT-PCR analysis.

**Table 3:** The 15 differentially expressed miRNAs in heat-stressed GIFT liver verified by miRNA-Seq.

MiR_name	MiR_seq	Log2 (fold_change)	Regulation (HTS vs CO)
dre-miR-1	TGGAATGTAAAGAAGTATGTAT	4.38	up
tni-miR-194_R + 1	TGTAACAGCAACTCCATGTGGA	0.35	up
ssa-miR-206-3p	TGGAATGTAAGGAAGTGTGTGG	4.89	up
ssa-miR-1338-5p_R + 1	AGGACTGTCCAACCTGAGAATG	−1.60	down
ssa-miR-16b-5p_R-1_1ss21TC	TAGCAGCACGTAAATATTGGC	−0.50	down
ssa-miR-730a-5p_R-1	TCCTCATTGTGCATGCTGTGT	−1.89	down
dre-miR-22a-3p	AAGCTGCCAGCTGAAGAACTGT	0.39	up
dre-miR-122	TGGAGTGTGACAATGGTGTTTG	0.48	up
tni-let-7j_1ss11TG	TGAGGTAGTTGTTTGTACAGTT	0.50	up
dre-let-7d-5p	TGAGGTAGTTGGTTGTATGGTT	0.57	up
PC-5p-27517_164	TACATGCAGAGGTGGAGCAAGA	2.31	up
PC-3p-50929_43	TGGAAGTGTCAGAAATTCTGAGT	1.80	up
ccr-miR-99_R + 3	AACCCGTAGATCCGATCTTGTGAA	2.28	up
ola-miR-194-3p_1ss20CT	CCAGTGGAGGTGCTGTTACTTG	0.19	up
tni-miR-10c	TACCCTGTAGATCCGGATTTGT	1.59	up

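For the 15 miRNAs of Table 3, the log2 ratio of the HTS mean to the CO mean ran from -1.90 (miR-730a-5p) to 4.89 (miR-206-3p). In 12 of them the unadjusted p was under 0.05 by limma. Over all 424 sequences 3 had an adjusted p under 0.05 (limma, Benjamini-Hochberg): miR-1, miR-206-3p and miR-1338-5p. When adjusted over the list alone, 12 did, but the study chose the list on these libraries, so that count is not independent evidence. The ratio of group means lay between 0.67 and 1.5 for 7 of the 15. The plot of normalized reads by library shows 8 of these miRNAs.

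**Figure D1:**
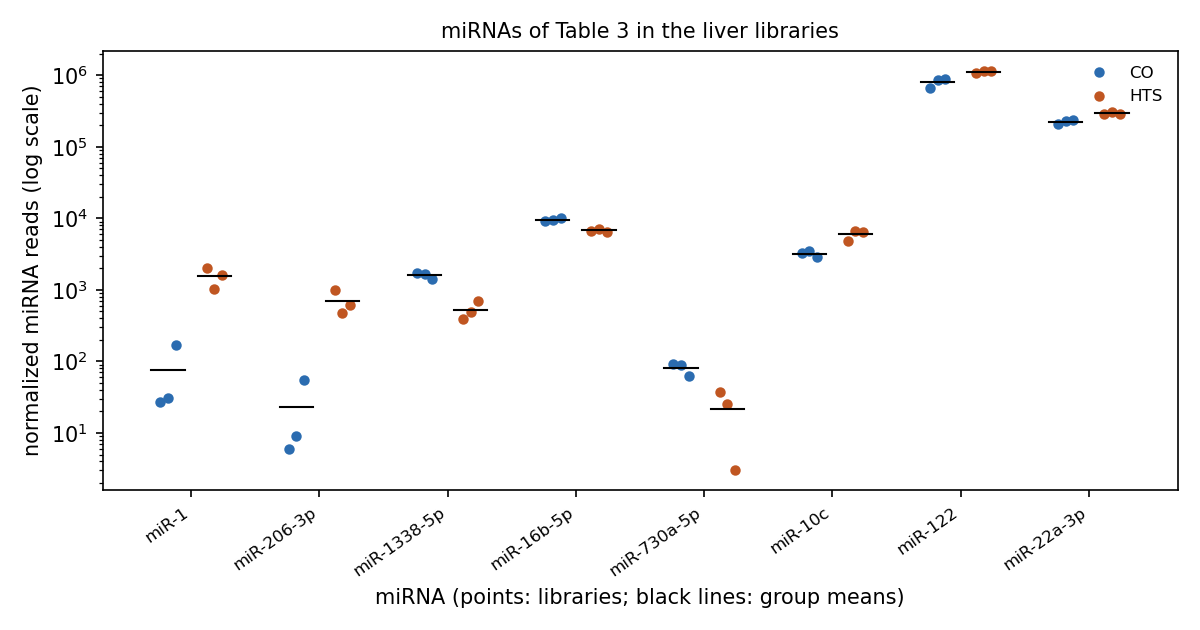
Normalized reads (log scale) of 8 miRNAs of Table 3 in each of the 3 CO and 3 HTS libraries; points are libraries and black lines are group means. For miR-1 the HTS libraries sit between 1027 and 2031 and the CO libraries between 27 and 167.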

Fold change = HTS group (mean)/CO group (mean), where “mean” is the mean of three biological replicates.

**Table 4:** The 26 differentially expressed mRNAs in heat-stressed GIFT liver verified by mRNA-Seq.

Gene abbreviation	Gene description	Log2 (fold_change)	Regulation (HTS vs CO)
MFAP4	Microfibrillar associated protein 4	−1.83	down
GHITM	Growth hormone inducible transmembrane protein	2.41	up
EGLN2	Egl nine homolog 2	2.29	up
GLRX	Glutaredoxin	−1.84	down
C3	Complement C3	−1.39	down
TNIP1	TNFAIP3 interacting protein 1	−1.32	down
AQP10a	Aquaporin-10a	−2.17	down
HMOX1	Heme oxygenase 1	−1.72	down
FADS2	fatty acid desaturase-6	−3.42	down
DGAT2	Diacylglycerol O-Acyltransferase 2	−1.57	down
MSMO1	Methylsterol monooxygenase 1	−1.27	down
SC5d	Sterol-C5-desaturase	−2.56	down
EPHX2	Epoxide hydrolase 2	−1.08	down
MGST3b	Microsomal glutathione S-transferase 3b	−1.66	down
CYP3a65	Cytochrome P450, family 3, subfamily A, polypeptide 65	−1.02	down
LPL	Lipoprotein lipase	2.56	up
AGXTB	Alanine-glyoxylate aminotransferase b	2.01	up
PCK2	Phosphoenolpyruvate carboxykinase 2	2.52	up
SHMT1	Serine hydroxymethyltransferase 1	−1.19	down
ACOX1	Acyl-CoA oxidase 1	−1.03	down
ADH5	Alcohol dehydrogenase 5	−1.68	down
ACACA	Acetyl-CoA carboxylase	−2.28	down
HSP90b1	Heat shock protein 90 beta family member 1	2.86	up
MASP1	Mannan-binding lectin serine protease 1	−1.96	down
CLDN2	Claudin 2	−1.63	down
CALR3a	Calreticulin 3a	2.92	up

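Of the 26 mRNAs of Table 4, 12 were in the mRNA table and 14 were not analysed here. All 12 were tested, and 10 had an adjusted p under 0.05 (limma, Benjamini-Hochberg) over all 5225 entries, 4 higher and 6 lower in HTS. When adjusted over the list alone, 10 did as well. The list was chosen on these libraries and is not independent evidence. The exceptions were TNIP1 and HMOX1. The log2 ratio of group means ran from -3.48 (FADS2) to 2.81 (HSP90b1). The plot of FPKM by library shows 10 of these mRNAs.

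**Figure D2:**
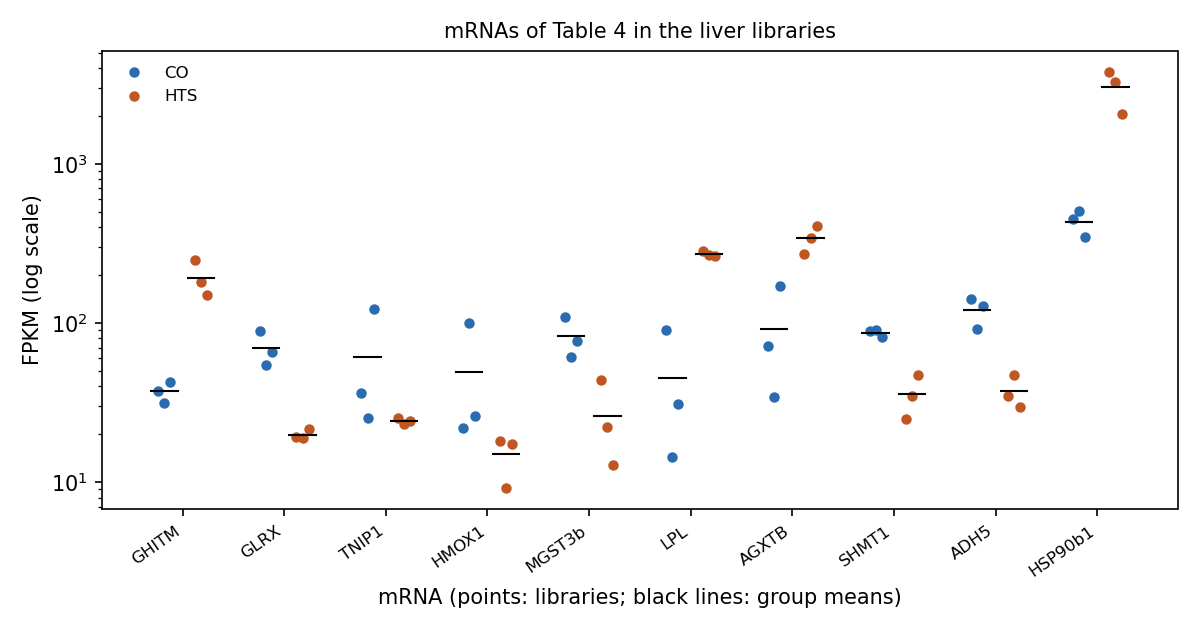
FPKM (log scale) of 10 mRNAs of Table 4 in each of the 3 CO and 3 HTS libraries; points are libraries and black lines are group means. For HSP90b1 the HTS libraries sit between 2047 and 3784 FPKM and the CO libraries between 347 and 506 FPKM.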

Fold change = HTS group (mean)/CO group (mean), where “mean” is the mean of three biological replicates.

**Figure 7:**
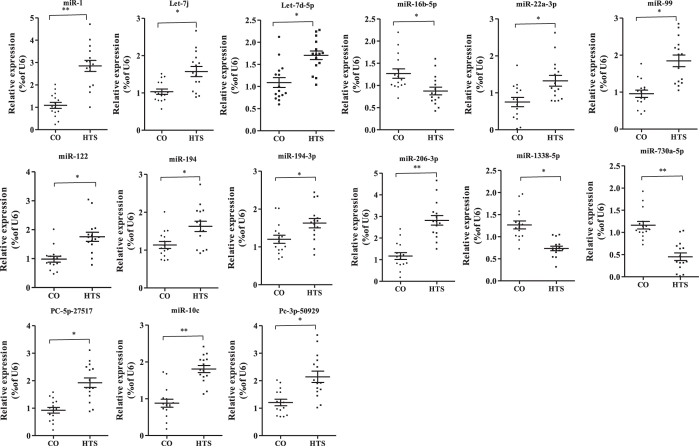
Validation of 15 differentially expressed (DE) miRNAs between control (CO) and 37.5 °C heat-treated (HTS) groups by qRT-PCR (n = 15 replicates per group). The values are expressed as the relative ratio with U6 as an internal control. *P < 0.05 and **P < 0.01, by unpaired Student’s T-tests.

**Figure 8:**
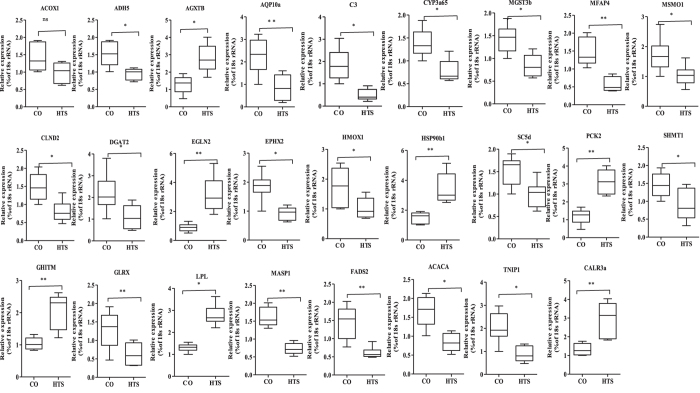
Validation of 26 differentially expressed (DE) mRNAs between control (CO) and 37.5 °C heat-treated (HTS) groups by qRT-PCR (n = 15 replicates per group). The expression levels of mRNA were normalized to that of 18 s rRNA as an internal control. *P < 0.05 and **P < 0.01, NS, no significant difference, by unpaired Student’s T-tests.

## Discussion

We studied the early response in the liver of GIFT exposed to heat stress by deep sequencing CO and HTS libraries. A total of 63.34%, 61.38%, 62.01%, 64.46%, 62.25%, and 66.7% of the valid reads in the CO-1, CO-2, CO-3, HTS-1, HTS-2, and HTS-3 libraries, respectively, mapped to the reference Nile tilapia genome. The somewhat low percentage of mapped reads may be attributed to the specificity of gene expression in different tissues and/or some of the unmapped reads may represent incompletely sequenced regions of the reference Nile tilapia genome^21^. We screened 15 and 26 DE miRNAs and mRNAs, respectively, involved in the GIFT response to heat stress and verified them by qRT-PCR.

In the KEGG pathway analysis, organism system, metabolism, and immune regulation were highly enriched among the DE mRNAs. Steroid biosynthesis and cytochrome P450 can reduce endocrine-disrupting chemicals and increase oxygen-mediated sensitivity to protect respiratory epithelial cells against oxygen-induced toxicity^22, 23^. Disruption of steroid biosynthesis can result in impaired growth, development and reproduction, and the development of certain cancers. Steroid hormone biosynthesis is controlled by the activity of several highly substrate-selective cytochrome P450 enzymes and a number of steroid dehydrogenases and reductases^22^. In this study, we identified five DE genes (*MSMO1*, *SC5d*, *EPHX2*, *MGST3b*, and *CYP3a65*) between the CO and HTS libraries that were annotated as regulation of organism system. *SC5d* and *MSMO1* encode enzymes involved in cholesterol biosynthesis^24, 25^. *EPHX2* is usually involved in increasing susceptibility to ischemic stroke in patient, and may be associated with familial hypercholesterolaemia^26, 27^. Inhibition of *SC5d*, *MSMO1*, and *EPHX2* may reduce the synthesis of steroid hormones from cholesterol, and help GIFT cope with heat stress. *CYP3a* is the most abundant cytochrome P450 enzyme in the liver of animals, and is involved in the biotransformation of most drugs and environmental factors^28^. *CYP3a65* of zebrafish is an ortholog of *CYP3a* and is expressed mainly in the liver and intestine^29^. *MGST3b* also has an important role in the biotransformation of xenobiotics^30^. Down-regulation of *CYP3a65* and *MGST3b* in GIFT liver 24 h post-heat stress, suggests that the detoxification of xenobiotic substances may have been impaired^28^.

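The FPKM of MGST3b (ENSONIT00000010352), a microsomal glutathione transferase, was 82.3 ± 24.7 (SD, n = 3) in CO and 26.2 ± 15.8 (SD, n = 3) in HTS. On the log2 scale it changed by -1.74 (standard error 0.45, adjusted p = 0.026, limma with Benjamini-Hochberg adjustment). The adjusted p rose above 0.05 without CO-1 (0.075), CO-3 (0.064), HTS-2 (0.074) or HTS-3 (0.057). Every HTS library was lower than every CO library. CYP3a65 was not analysed here.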

When fish are exposed to water temperatures higher than their thermoneutral temperature, internal body heat is dissipated by elevated metabolic rate and peripheral blood flow, which are known to increase the production and transportation of reactive oxygen species that react with lipids, proteins, and nucleic acids^13^. Some of the DE genes in GIFT liver in response to heat stress were predicted to be involved in glycine, serine, and threonine metabolism, PPAR signalling pathway, fatty acid metabolism, and glycolysis/gluconeogenesis, all of which are involved mainly in the decomposition and utilization of amino acids, fatty acids, and glycogen in liver. For instance, *PCK2* expression and activity were enhanced under low-glucose conditions^31^, and increased usage of hepatic glycogen occurred under stress. Elevated *LPL* expression contributed to the conversion of triglycerides to fatty acids in the liver to supply energy demand^32^. Up-regulation of *LPL*, *AGXTB*, and *PCK2* expression and down-regulation of *SHMT1* and *ADH5* expression were detected in this study. Therefore, heat stress may have stimulated an increase of glucose and lipid metabolism and repressed fatty acid *β*-oxidation, which may help to maintain homeostasis in GIFT liver exposed to heat stress through the regulation of various pathways^33^. 

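LPL (ENSONIT00000002901) rose from 45.3 ± 40.0 to 271 ± 11.8 FPKM (SD, n = 3). The CO libraries held 90.5, 14.3 and 31.1 FPKM, so the size of the rise depended on them: the log2 fold change was 2.94 (standard error 0.60, adjusted p = 0.012, limma with Benjamini-Hochberg adjustment) and lay between 2.33 without CO-2 and 3.62 without CO-1. AGXTB stood in a merged entry with thap4 and rose from 92.2 ± 70.8 to 340 ± 69.2 FPKM (SD, n = 3). Its log2 fold change was 2.15 (standard error 0.55, adjusted p = 0.026), and its adjusted p was above 0.05 without CO-1 (0.068), HTS-1 (0.054), HTS-2 (0.071) or HTS-3 (0.074). SHMT1 (ENSONIT00000010680) fell from 86.9 ± 4.43 to 35.6 ± 11.0 FPKM (SD, n = 3), with a log2 fold change of -1.31 (standard error 0.26, adjusted p = 0.011). ADH5 (ENSONIT00000001367) fell from 120 ± 25.4 to 37.3 ± 9.01 FPKM (SD, n = 3), with a log2 fold change of -1.67 (standard error 0.26, adjusted p = 0.0056). With any one library left out, the adjusted p stayed under 0.05 for LPL, SHMT1 and ADH5. PCK2 was not analysed here.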

The insulin signalling pathway was also enriched, and insulin is the major hormone that controls critical energy functions such as glucose and lipid metabolism. In many teleost fish, glucose stimulates insulin release either *in vitro* or *in vivo* after intraperitoneal administration^34^. The expression of *ACACA* was significantly down-regulated, suggesting that this enzyme may be involved in the response of lipid and glucose metabolism to heat stress^35^. Some DE genes were enriched in retinol metabolism and glutathione metabolism, implying that GIFT may use retinol and glutathione products to improve antioxidant and integrated detoxification^36^.

Immune regulation plays an important role in the stress response of fish, and involves mainly antigen processing and presentation, the Toll-like receptor signalling pathway, complement and coagulation cascades, leukocyte transendothelial migration, and pathways associated with cancer. *HSP90b1* plays an important role in tumour cell growth and promotes protein refolding^37^. Overexpression of *HSP90b1* was implicated in poor survival of patients with hepatocellular carcinoma^38^. Although *MASP1* is not directly involved in complement activation, it may play a role as an amplifier of complement activation^39^. 

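HSP90b1 (ENSONIT00000010731) encodes a chaperone of the endoplasmic reticulum. It rose from 433 ± 80.7 FPKM (SD, n = 3) in CO to 3040 ± 895 FPKM (SD, n = 3) in HTS, with a log2 fold change of 2.78 (standard error 0.29, adjusted p = 0.0018, limma with Benjamini-Hochberg adjustment). The log2 fold change lay between 2.60 and 3.04 with any one library left out. A list fixed beforehand held endoplasmic reticulum chaperones and also genes that are not chaperones, such as sec61g, derl1, atf4b and chac1. Of its 21 tested entries, 19 were higher in HTS, with a median log2 fold change of 1.46 (camera, adjusted p = 3.1e-07). Of them, 16 had an adjusted p under 0.05 over all genes tested and 17 when adjusted over the list alone, and 2 of the 30 listed genes in the table are in tables or figures of the study. HSPA5 rose from 189 ± 48.3 to 3385 ± 401 FPKM (SD, n = 3), a log2 fold change of 4.18. The change of sec61g was smaller, with a log2 fold change of 0.75, and its adjusted p of 0.034 rose to between 0.058 and 0.094 with one library left out. MASP1 was not analysed here.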

Our results strongly suggest that *HSP90b1* was up-regulated, and *MASP1*were down-regulated in GIFT liver in response to heat stress. *CLDN2*, a “leak” protein that forms a tight junction with the vitamin D receptor, mediates paracellular water transport in epithelia. Down-regulation of *CLDN2* in GIFT liver may increase WBC numbers in blood, which would help to reduce stress injury^40^. Calcium-binding chaperone promotes folding, oligomeric assembly, and quality control in the endoplasmic reticulum via the calreticulin (CALR)/calnexin cycle, and it has been suggested that up-regulated *CALR3a* may participate in the stress response by regulating calcium homeostasis^41^.

In this study, we analysed miRNA profiles in control and heat-stressed GIFT liver samples at 24 h post-treatment by 48-h LT_50_. The 22-nt long miRNAs were the most abundant in the six libraries, which is in agreement with other aquatic animals, including *Megalobrama amblycephala* ^42^ *, Apostichopus japonicus* ^43^, and *Gobiocypris rarus* ^44^. We screened and verified 15 DE miRNAs and their negatively regulated target genes from the liver of GIFT under heat stress. Among these miRNAs, miR-1, miR-206-3p, miR-194, and miR-122 were predicted to be involved in immune response and disease pathways. Previous studies have found that miR-1 and miR-194 played vital roles in human cancers^45–47^. In this study, a target gene of miR-1/194/206-3p was *MFAP4*, which was recently identified as a biomarker for hepatic fibrosis and has been used to detect high-risk patients with severe fibrosis stages among hepatitis C patients^48^. Up-regulated miR-1, miR-206-3p, and miR-194 may regulate cell growth and stress response, and relieve cell damage in GIFT liver by inhibiting *MFAP4* expression levels. 

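In the 3 CO libraries dre-miR-1 (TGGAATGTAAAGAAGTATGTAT) had 27, 31 and 167 normalized reads, and in the 3 HTS libraries 2031, 1027 and 1635. The log2 fold change was 4.82 (standard error 0.68, adjusted p = 0.011, limma with Benjamini-Hochberg adjustment). Its size depended on CO-3, without which it was 5.65. Its adjusted p was above 0.05 without CO-2 or any one HTS library, at most 0.094. For ssa-miR-206-3p (TGGAATGTAAGGAAGTGTGTGG) the values were 6, 9 and 55 in CO and 985, 479 and 615 in HTS. The fitted log2 fold change was 5.39 (standard error 0.76, adjusted p = 0.011) and 6.31 without CO-3, and its adjusted p was above 0.05 without the same libraries as for miR-1, again at most 0.094. For tni-miR-194 (TGTAACAGCAACTCCATGTGGA), normalized reads were 28518 ± 2082 in CO and 36302 ± 3383 in HTS (SD, n = 3). That rise, a log2 fold change of 0.35 (standard error 0.15, adjusted p = 0.31), did not pass the threshold and was 0.07 after rescaling without miR-122, an alternative chosen after seeing the data. MFAP4 was not analysed here. The paper proposes that these miRNAs regulate cell growth and the stress response by inhibiting MFAP4.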

MiR-122 was enriched mainly in liver tissue, accounting for 70% and 52% of the miRNAs in adult mouse and human liver, respectively, and has been identified as a key factor and therapeutic target in liver disease^49^. In our study, miR-122 was predicted to target the gene coding complement *C3*, the central component of immune system. 

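dre-miR-122 had 670467, 861083 and 871424 normalized reads in CO and 1074225, 1131053 and 1145456 in HTS. Its log2 fold change of 0.49 (standard error 0.15) did not pass the threshold (adjusted p = 0.17, limma with Benjamini-Hochberg adjustment). It lay between 0.37 without CO-1 and 0.56 without CO-3. As a share of all normalized reads in the table, the miR-122 sequences made up 31.6 ± 4.70% (SD, n = 3) in CO and 34.7 ± 1.35% (SD, n = 3) in HTS (two-sided exact permutation test, p = 0.40), and 26.2% in CO-1. Because miR-122 is so abundant, its rise and the totals of the libraries are linked: under quantile normalization, chosen for single miRNAs after seeing the data, it keeps the first rank in every library and its log2 fold change is 0. Complement C3 was not analysed here.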

Up-regulation of miR-122 may inhibit complement *C3* expression, suggesting miR-122 may be involved in immune regulation in heat-stressed GIFT liver.

Under environmental stress, oxidative damage in fish can cause free radical metabolic disorders and lipid metabolic abnormalities. Therefore, the liver of GIFT may be involved in “lipid and carbohydrate metabolic process”, and up-regulated miR-194-3p, miR-22a-3p, and miR-10c may be involved in the adaptive regulation of metabolic levels post-heat stress. *FADS1* and *FADS2* play important roles in polyunsaturated fatty acid metabolism^50^. Suppression of *FADS2* gene expression inhibited the first step in the enzymatic cascade of polyunsaturated fatty acid synthesis in mouse^51^. Desaturation of fatty acids helps to maintain fluidity and lipid homeostasis in cell membranes, which can compensate for the rigidification of lipids in cells exposed to temperature stress^5, 52^. Significantly increased miR-194-3p levels were found in our study and its target, *FADS2*, was inhibited, suggesting an impaired cell membrane in response to heat stress in GIFT. 

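ola-miR-194-3p (CCAGTGGAGGTGCTGTTACTTG) had 330 ± 20.0 normalized reads in CO and 377 ± 17.2 in HTS (SD, n = 3). The log2 fold change of 0.19 (standard error 0.20, adjusted p = 0.67, limma with Benjamini-Hochberg adjustment) did not pass the threshold. It turned to -0.085 when the libraries were rescaled without miR-122, an alternative chosen after seeing the data. The FADS2 entry whose value is nearest Table 4 (ENSONIT00000019561) fell from 232 ± 100 to 20.9 ± 12.9 FPKM (SD, n = 3). Its log2 fold change was -3.46 (standard error 0.50, adjusted p = 0.0040) and stayed between -3.91 and -3.17 with any one library left out. A further entry named fads2 fell from 524 ± 359 to 13.6 ± 3.34 FPKM (SD, n = 3), with a log2 fold change of -4.96. Every HTS library was below every CO library for both entries.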

Elevated hepatic miR-22-3p expression in mouse models of insulin resistance and type 2 diabetes impaired gluconeogenesis and reduced hepatic glucose output^53^. The target gene of miR-22a-3p, *GLRX*, codes a small thioltransferase that can remove protein glutathione adducts without having direct antioxidant properties. *GLRX*-deficient mice showed up-regulation of *SREBP-1* and key hepatic enzymes involved in lipid synthesis by inhibition of *SirT1* activity^54^. MiR-10c was implicated in the response to nutrient restriction and refeeding in skeletal muscle of Chinese perch, *Siniperca chuatsi* ^55^. MiR-10c expression significantly increased in fast muscle 1 h after refeeding, which may be related to amino acid and lipid utilization. Up-regulated miR-10c may regulate the target gene *DGAT2*, which catalyses the final step in triglyceride synthesis. In rats, treatment with *DGAT2* antisense oligonucleotides significantly reduced hepatic lipids and improved hepatic insulin sensitivity^56^. 

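dre-miR-22a-3p (AAGCTGCCAGCTGAAGAACTGT) had 223565 ± 11206 normalized reads in CO and 293692 ± 13336 in HTS (SD, n = 3), and the HTS libraries were above the CO libraries in every case. On the log2 scale it changed by 0.39 (standard error 0.13, adjusted p = 0.20, limma with Benjamini-Hochberg adjustment). It was 0.12 after rescaling without miR-122 and -0.18 under quantile normalization, both chosen for single miRNAs after seeing the data. tni-miR-10c (TACCCTGTAGATCCGGATTTGT) rose from 3194 ± 329 to 5975 ± 1037 normalized reads (SD, n = 3). Its log2 fold change was 0.89 (standard error 0.20) with an adjusted p of 0.063. The adjusted p was 0.041 under quantile normalization, 0.064 after median-ratio rescaling and 0.15 after rescaling without miR-122, where the log2 fold change was 0.62, and from 0.085 to 0.27 with one library left out. GLRX (ENSONIT00000025703), a thioltransferase, fell from 69.5 ± 17.6 to 19.9 ± 1.51 FPKM (SD, n = 3), with a log2 fold change of -1.73 (standard error 0.23, adjusted p = 0.0032). Without one library it stayed between -1.89 and -1.54. DGAT2 was not analysed here.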

In our study, miR-22a-3p and miR-10c were significantly up-regulated and their target genes *GLRX* and *DGAT2* were significantly down-regulated, which suggested that the miR-22a-3p–*GLRX* and miR-10c–*DGAT2* pairs played vital roles in lipid metabolism, likely by increasing the transformation and utilization of energy substances to maintain energy homeostasis in heat-stressed GIFT.

The let-7 and miR-99 families are essential in regulating cell proliferation and development of organism systems. The sequence and functions of mature let-7 are highly conserved among animal species^57^. Let-7 was found to be widely involved in tissue development and metabolism during Japanese flounder (*Paralichthys olivaceus*) development, and mediated metamorphosis by cell proliferation and differentation^58^. Up-regulation of let-7 was reported to stimulate cell proliferation and reduce the development of cell-based disease^59^. Let-7j and let-7d-5p regulate the target gene *TNIP1*, which may be involved in NF-κB and nuclear receptor signalling and contribute to regulate key players of cell growth and differentiation in therapies^60^. Down-regulation of *TNIP1* by let-7j and let-7d-5p, which were up-regulation in GIFT under heat stress, may affect cell development and relieve the occurrence of cell disease. 

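tni-let-7j (TGAGGTAGTTGTTTGTACAGTT) rose from 13187 ± 883 to 18691 ± 1142 normalized reads (SD, n = 3) and dre-let-7d-5p from 1947 ± 349 to 2897 ± 246 (SD, n = 3). Their log2 fold changes were 0.50 (standard error 0.15, adjusted p = 0.15, limma with Benjamini-Hochberg adjustment) and 0.59 (standard error 0.20, adjusted p = 0.20). TNIP1 (ENSONIT00000022363) had 36.5, 25.4 and 121.5 FPKM in CO and 25.4, 23.1 and 24.1 in HTS. The fall of -0.97 on the log2 scale (standard error 0.54, adjusted p = 0.21) rested on CO-3, without which it was -0.32.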

MiR-99a and miR-99b were highly expressed in mouse haematopoietic stem cells compared with their more differentiated progeny, and played important roles in the regulation of the haematopoietic system^61^. Therefore, up-regulation of miR-99 in response to heat stress may be related to adaptive regulation in GIFT liver by the repressed target gene *HMOX1*. 

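ccr-miR-99 (AACCCGTAGATCCGATCTTGTGAA) was rare, with 15, 6 and 0 normalized reads in CO and 28, 27 and 50 in HTS (adjusted p = 0.20, limma with Benjamini-Hochberg adjustment). One of the CO values was exactly 0, so no fold is given. The FPKM of HMOX1 (ENSONIT00000022796), a heme oxygenase, was 22.0, 99.8 and 26.2 in CO and 18.3, 9.18 and 17.4 in HTS. The fall of -1.37 on the log2 scale (standard error 0.58, adjusted p = 0.12) was -0.70 without CO-2.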

In milk somatic cells of lactating yaks, miR-16b expression levels were found to be up-regulated and then decreased from early lactation to the colostrum period^62^. *EGLN2*, the predicted target gene of miR-16b-3p from our study, is involved in regulating cell growth, hypoxia tolerance, and the neuron apoptotic process^63^. Down-regulated miR-16b-3p may help to activate *EGLN2* expression in liver, indicating cell differentiation and carrying oxygen adaptation may have been regulated in the GIFT response to heat stress.

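Table 3 lists the 5p strand of miR-16b. ssa-miR-16b-5p (TAGCAGCACGTAAATATTGGC) fell from 9599 ± 545 to 6772 ± 384 normalized reads (SD, n = 3). The fitted log2 fold change was -0.50 (standard error 0.15, adjusted p = 0.15, limma with Benjamini-Hochberg adjustment) and lay between -0.55 and -0.46 with any one library left out. Rescaling without miR-122, chosen after seeing the data, gave -0.78 and an adjusted p of 0.047. EGLN2 was not analysed here.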

Two novel miRNAs, PC-5p-27517/3p-50929, detected in our study, may mediate *AQP10a* expression. AQP10 belongs to the aquaglyceroporin family of integral membrane proteins that function as water-permeable channels in the epithelia of organs that absorb and excrete water^64^. Up-regulation of PC-5p-27517/3p-50929 in response to heat stress in GIFT may have inhibited expression of their target gene *AQP10a*, indicating that transformation of water and glycerine may be reduced, and cell membrane fluidity may be impaired in heat-stressed GIFT liver. 

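PC-5p-27517 (TACATGCAGAGGTGGAGCAAGA) had 8, 10 and 0 normalized reads in CO and 30, 21 and 41 in HTS (adjusted p = 0.20, limma with Benjamini-Hochberg adjustment). PC-3p-50929 (TGGAAGTGTCAGAAATTCTGAGT) had 13, 0 and 7 in CO and 15, 24 and 30 in HTS (adjusted p = 0.30). Each was listed at 0 in one CO library, so no fold is given. AQP10a was not analysed here.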

The functions of miR-1338-5p/730a-5p have not been reported so far. 

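ssa-miR-730a-5p (TCCTCATTGTGCATGCTGTGT) had 93, 88 and 62 normalized reads in CO and 37, 25 and 3 in HTS. Its log2 fold change was -2.35 (standard error 0.81, adjusted p = 0.20, limma with Benjamini-Hochberg adjustment) and shrank to -1.36 without HTS-3.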

In our study, down-regulated miR-730a-5p was predicted to target *EGLN2* and may have a similar as function of miR-16b-5p. *GHITM* is a transmembrane protein that is a distributed widely in plants and animals, and is involved in regulation of growth, development processes, and antioxidation in animals^65, 66^. *GHITM* was first detected among differentially expressed genes of transgenic mice^67^. 

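ssa-miR-1338-5p (AGGACTGTCCAACCTGAGAATG) fell from 1604 ± 173 to 529 ± 160 normalized reads (SD, n = 3). On the log2 scale it changed by -1.64 (standard error 0.26, adjusted p = 0.020, limma with Benjamini-Hochberg adjustment) and stayed between -1.86 and -1.44 with any one library left out. Leaving out any one library other than CO-1 put its adjusted p above 0.05, at most 0.15. GHITM (ENSONIT00000020247), a transmembrane protein, rose from 37.3 ± 5.60 to 193 ± 50.0 FPKM (SD, n = 3), with a log2 fold change of 2.32 (standard error 0.25, adjusted p = 0.0020). Its adjusted p stayed at or under 0.0091 with any one library left out.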

Down-regulated miR-1338-5p may up-regulate *GHITM* expression in response to heat stress, suggesting the involvement of liver in regulated cell growth and oxidative stress.

## Conclusions

Deep sequencing-based expression profiling of miRNAs and mRNAs of liver isolated from GIFT exposed to heat stress for 24 h is reported in this study. A total of 28 DE miRNAs and 744 DE mRNAs were found and screened in the HTS libraries compared with the CO libraries. Fifteen negative miRNA–mRNA pairs involved in the heat-stress response were screened and verified, including miRNA–mRNA pairs related to organism system, metabolism, and disease pathways. In GIFT’s response to heat stress, we found various biological reactions of early response that may be impacted, including impaired cell membrane homeostasis, changes in the immune response, increased lipid synthesis, decomposition, and utilization, and regulation of antioxidants and cell growth (Fig. 9). Our findings build on and provide valuable network-based molecular regulation mechanisms for better functional characterization of miRNA–mRNA interactions in response to heat stress in GIFT. Further analysis of the miRNA–mRNA network is required in other tissues and at the cellular level under different stresses and at different time points, which will help to better understand molecular-regulated pathways that respond to heat stress, and to better prevent and treat fish damage caused by high-temperature stress.

**Figure 9:**
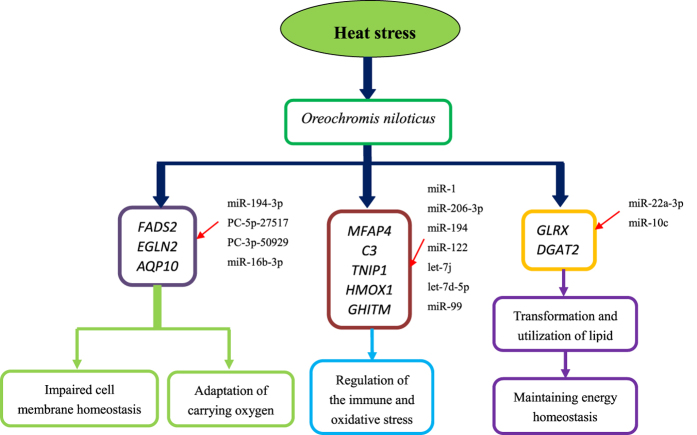
Diagram of regulated pathways in liver of GIFT exposed to 37.5 °C heat-stress for 24 h. The pathways involved mainly impaired cell membrane homeostasis, intervention in the immune response, stimulated lipid synthesis, decomposition, and utilization, and regulation of antioxidants and cell growth.

## Materials and Methods

### Ethics approval

All the methods used in this study were performed in accordance with the Guidelines for Experimental Animals established by the Ministry of Science and Technology (Beijing, China). The study protocols were approved by the Freshwater Fisheries Research Centre of the Chinese Academy of Fishery Sciences (Wuxi, China). Fish were killed with an overdose of tricaine methanesulfonate (100 mg L^−1^ MS-222; Argent Chemical Laboratories, Redmond, WA, USA) within 1 min after capture and the liver tissue was extracted based on the Guide for the Care and Use of Laboratory Animals in China.

### GIFT materials and growth conditions

The GIFT used in this study were 16^th^ generation. The experimental fish all had the same genetic background and were offspring of the same family. They were obtained from the Yixing Tilapia Farm at the Freshwater Fisheries Research Centre of the Chinese Academy of Fishery Sciences (Wuxi, China). The same batch of breeding fry were selected and cultured in an outdoor cement pond for 50d, and then transported into an indoor water circulation system. The fish were acclimatized in indoor concrete tanks containing 28 °C water under a natural photoperiod with continuous aeration for 2 weeks prior to the experiment. The fish were conditioned to accept floating pellet feed (NingboTech-Bank Co., Ltd, Yuyao, China; crude protein 28%, crude lipid 6%). The average weight of the experimental GIFT was 105 ± 5 g. A total of 540 experimental fish were selected for the experiment, and the fish were fasted for 24 h before the experiment.

### Treatment and sampling

First, the 48-h LT_50_ of the GIFT was determined by observing the fish at eight temperatures: 35.5, 36, 36.5, 37, 37.5, 38, 38.5, or 39 °C. The experimental temperatures were reached in 30 min using heaters. Eight treatments with three replicates, each with 10 fish, were set up. The cumulative mortality of each treatment group within 48 h was counted and the 48-h LT_50_ of the GIFT was obtained by linear interpolation. The 48-h LT_50_ was determined as 37.49 °C; therefore, we chose 37.5 °C as the heat-stress temperature for the present study.

The 300 GIFT were stocked into six 900-L tanks (50 fish per tank) at an initial temperature of 28 °C. The control GIFT livers (CO-1, CO-2, and CO-3) were obtained from three tanks at 28 °C. Livers were immediately removed and stored in liquid nitrogen. The temperature of the three treatment tanks was rapidly increased to 37.5 °C using heaters. The liver tissues of the heat-stressed groups (HTS-1, HTS-2, and HTS-3) were sampled at 24 h of stress and stored in liquid nitrogen. Thus, three biological replicates of sampled livers were obtained for the CO and HTS groups. The liver tissues of three fish in each tank were mixed and pooled to construct one library, and six libraries (CO-1, CO-2, CO-3, HTS-1, HTS-2, and HTS-3) were built. Another five livers were obtained from fish selected randomly from each tank of the CO or HTS groups at 24 h. These livers were used in the qRT-PCR analysis to verify the miRNA and mRNA expression levels. Blood samples from three fish per tank were obtained at each of the following time periods post-heat stress: 0, 6, 12, 24, 36, and 48 h for WBC and RBC counts^68^, and determining lysozyme activity^9^.

### Small RNA library construction and sequencing

Total RNA was extracted from the liver samples using Trizol reagent (Invitrogen, CA,USA) according to the manufacturer’s instructions. ARNA 6000 Nano LabChip Kit and Bioanalyzer 2100 (Agilent, CA,USA) were used to detect the quantity and purity of the extracted RNA. If the RNA integrity number was >7.0, the samples were used for further processing. About 1 µg total RNA from each sample was employed to construct the small RNA libraries using TruSeq Small RNA Sample Prep Kits (Illumina, San Diego,USA) according to the manufacturer’s instructions. The small RNA libraries were sequenced on an Illumina HiSeq. 2500 platform by single-end sequencing (50 bp) and according to standard methods of the LC-BIO (Hangzhou, China)^20, 69^.

The basic sequencing data were analysed following the previous study by LC Sciences Service (Houston, TX, USA)^20, 69^. The known miRNAs and novel 3p- and 5p-derived miRNAs were identified by BLAST searches against specific species precursors in miRBase 21.0^20^. The mapping methods and identified miRNAs are listed in Supplementary Table S2. Modified RPM was employed to normalize the expression of the miRNAs.

### Analysis of DE miRNAs

Following normalized deep-sequencing counts, DE miRNAs were identified using Student’s T-tests. A threshold of <0.05 was considered significant in the analysis.

### Prediction of target genes and bioinformatic analysis

To predict the target genes of the DE miRNAs, we employed TargetScan 5.2 (http://www.targetscan.org/vert_50/) and the miRanda v3.3a toolbox (http://www.microrna.org/microrna/home.do) to analyse mRNAs for miRNA binding sites. The targets predicted by both algorithms were combined and overlaps were identified. The gene ontology (GO; http://www.geneontology.org) and KEGG pathway (http://www.genome.jp/kegg/pathway. html) databases were used to assign terms and pathways to the target genes to determine their potential downstream biological functions.

### mRNA library construction and sequencing

About 10 µg total RNA from each liver sample was used and poly (A) mRNA was isolated using poly(T) oligos attached to magnetic beads (Invitrogen, CA, USA). Six cDNA libraries were created by reverse-transcription (RT) based on the protocol for the mRNA-Seq Sample Preparation Kit (Illumina, San Diego, USA). We performed paired-end sequencing (300 ± 50 bp) on an Illumina HiSeq. 2500 according to standard methods (LC Sciences, Houston, USA). We aligned the reads obtained in the CO-1, CO-2, CO-3, HTS-1, HTS-2, and HTS-3 libraries to the *O.niloticus* (http://www.ncbi.nlm.nih.gov/genome/?term=Oreochromis%20niloticus) reference genome using the TopHat package. The alignment and annotation methods were based on those of the LC Sciences Service^20, 69^.

### Analysis of DE mRNAs

The aligned reads were analysed by Cufflinks, which uses normalized RNA-seq fragment counts to measure the relative abundances of transcripts^70^. The Fragment Per Kilobase of exon per Million fragments mapped (FPKM) was used as the unit of measurement. We used Student’s T-tests to analyse the DE mRNAs. The GO and KEGG pathway databases were used to assign terms and pathways to the DE genes to determine their potential downstream biological functions. Significantly enriched KEGG terms were determined using corrected *P*-values (*P* < 0.05)^71^.

### Integrated analysis of miRNA and mRNA expression profiles

We employed ACGT101-CORR1.1 to predict all possible positively and negatively correlated miRNA–mRNA pairs following the LC-BIO (Hangzhou, China) recommended protocol^72^. Based on the integrated analysis of DE miRNAs (*P* < 0.05, fold-change ≥ 1.5 or ≤0.67, and RPM ≥ 5) and DE mRNAs (*P* < 0.05, fold-change ≥ 2 or ≤0.5, and FPKM ≥ 10), and the principle of miRNA–mRNA pairs in animals, we selected the negatively correlated DE miRNA–mRNA pairs for screening. We used Cytoscape software (http://www.cytoscape.org/) to construct an interaction network of the screened pairs.

### Validation of miRNA and mRNA expression profiles

We employed qRT-PCR to validate 15 DE miRNAs (13 known and two novel miRNAs) and nine DE mRNAs from the screened miRNA–mRNA pairs, and 16 other DE mRNAs detected in the livers of heat-stressed GIFT.

Fifteen liver tissue samples from the CO or HTS groups were used to extract total RNA with Trizol reagent (Invitrogen, CA, USA). We used a Mir-X™ miRNA First-Strand Synthesis Kit (Takara, Dalian, China) to synthesize first-strand cDNA. The RT reaction was mixed and incubated according to Qiang *et al*.^68^. The qRT-PCRs were performed using a miRNA SYBR Green qRT-PCR Kit (Takara, Dalian, China) with the provided miRNA reference gene (U6). The 25 μL PCR mixture contained the RT product (template) 2.0 μL, 2× SYBR Advantage Premix 12.5 μL, ddH_2_O 9 μL, 50× ROX Dye 0.5 μL, miRNA-specific primer (10 μM) 0.5 μL, and mRQ 3′primer 0.5 μL. The default thermal profile used for the PCR amplifications was according to Qiang *et al*.^68^. Dissociation curve analysis of the amplified products was performed after each PCR reaction to confirm that only one PCR product was amplified and detected. For each cDNA, three-well replicates were used. The threshold cycle (Ct) value was determined using the automatic setting on the ABI 7900HT Fast Real-Time PCR system (Applied Biosystems, NY, USA). The Ct values determined for each sample were normalised against the values for U6. The relative fold changes in expression relative to U6 were calculated by the 2^−ΔΔCt^ method^72^. The miRNA specific primers (Supplementary Table S11) were synthesized by Genewiz, Inc. (Genewiz, Suzhou, China).

PrimeScript™ RT Master Mix and SYBR^®^ Premix Ex Taq kits (Takara, Dalian, China) were used for the RT reaction and qRT-PCRs of the mRNAs. The RT and PCR reaction methods followed those of our previous study^68^. The 18 S rRNA transcript level was taken as a reference. The primers (Supplementary Table S12) were synthesized by Shanghai GeneCore Bio Technologies Co., Ltd. (Shanghai, China). The mRNA expression levels were presented and analysed using the methods described above for the miRNAs. The mRNA expression levels were quantified using an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems, NY, USA) and compared using Relative Quantification (RQ) manager software. We used Student’s T-tests to analyse the qRT-PCR expression results.

### Data Availability

The raw sequencing data generated and analysed in the current study areavailable in the Gene Expression Omnibus (GEO) repository under accession number (GSE94906) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94906).

## Electronic supplementary material

Supplementary Information

# Supplementary material for: The expression profiles of miRNA–mRNA of early response in genetically improved farmed tilapia (Oreochromis niloticus) liver by acute heat stress
**Source:** Sci Rep. 2017 Aug 18;7:8705. doi: 10.1038/s41598-017-09264-4
**Supplement:** Supplementary file 1 — Supplementary Information

The expression profiles of miRNA-mRNA of early response in genetically improved farmed tilapia  
(*Oreochromis niloticus*) liver by acute heat stress

Jun Qiang<sup>1\*</sup>, Wen J. Bao<sup>2</sup>, Fan Y. Tao<sup>2</sup>, Jie He<sup>1</sup>, Xia H. Li<sup>1</sup>, Pao Xu<sup>1\*</sup>, Lan Y. Sun<sup>1</sup>

Figure S1 The repeatability analysis of miRNA libraries between samples by using of pearson correlation

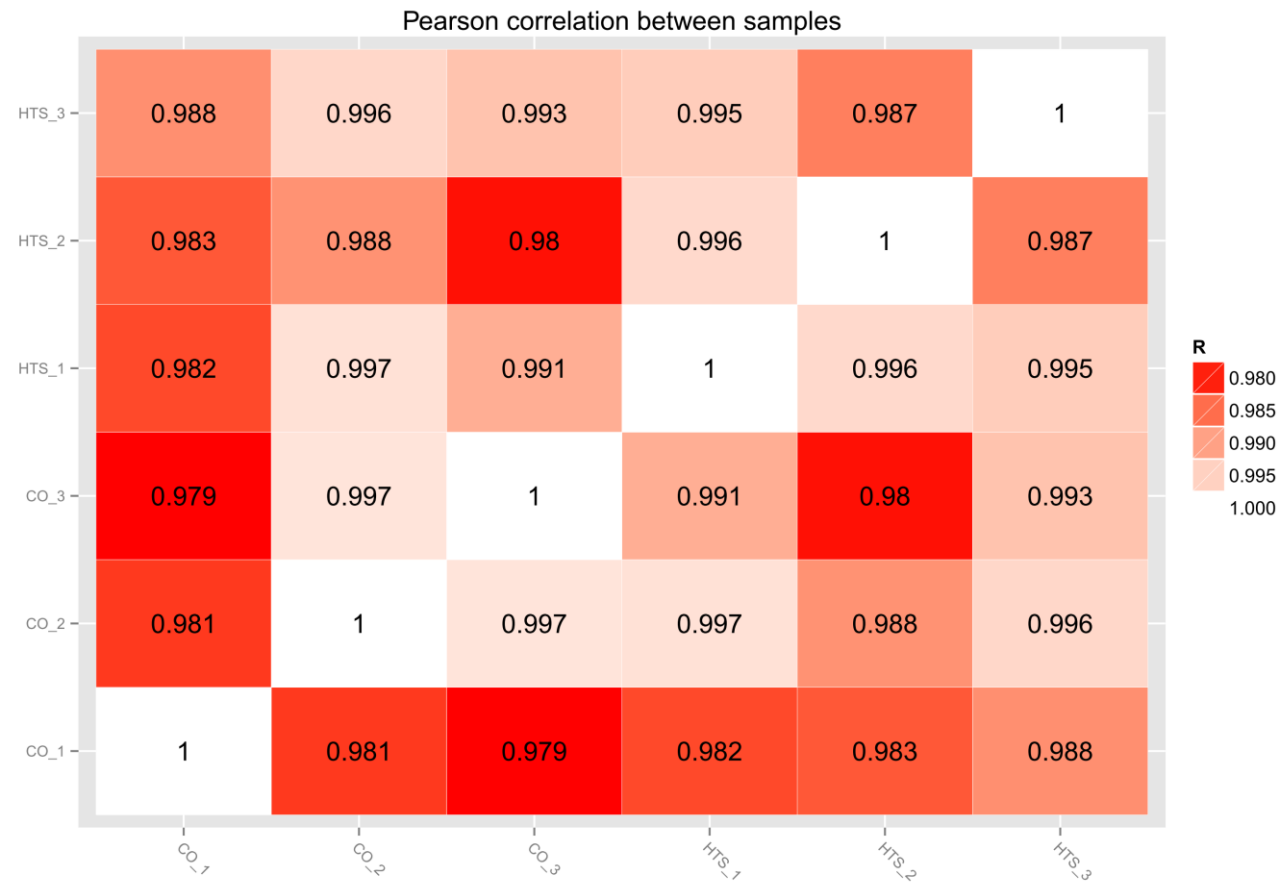

Figure S2 Distribution of the assembled genes and transcript length

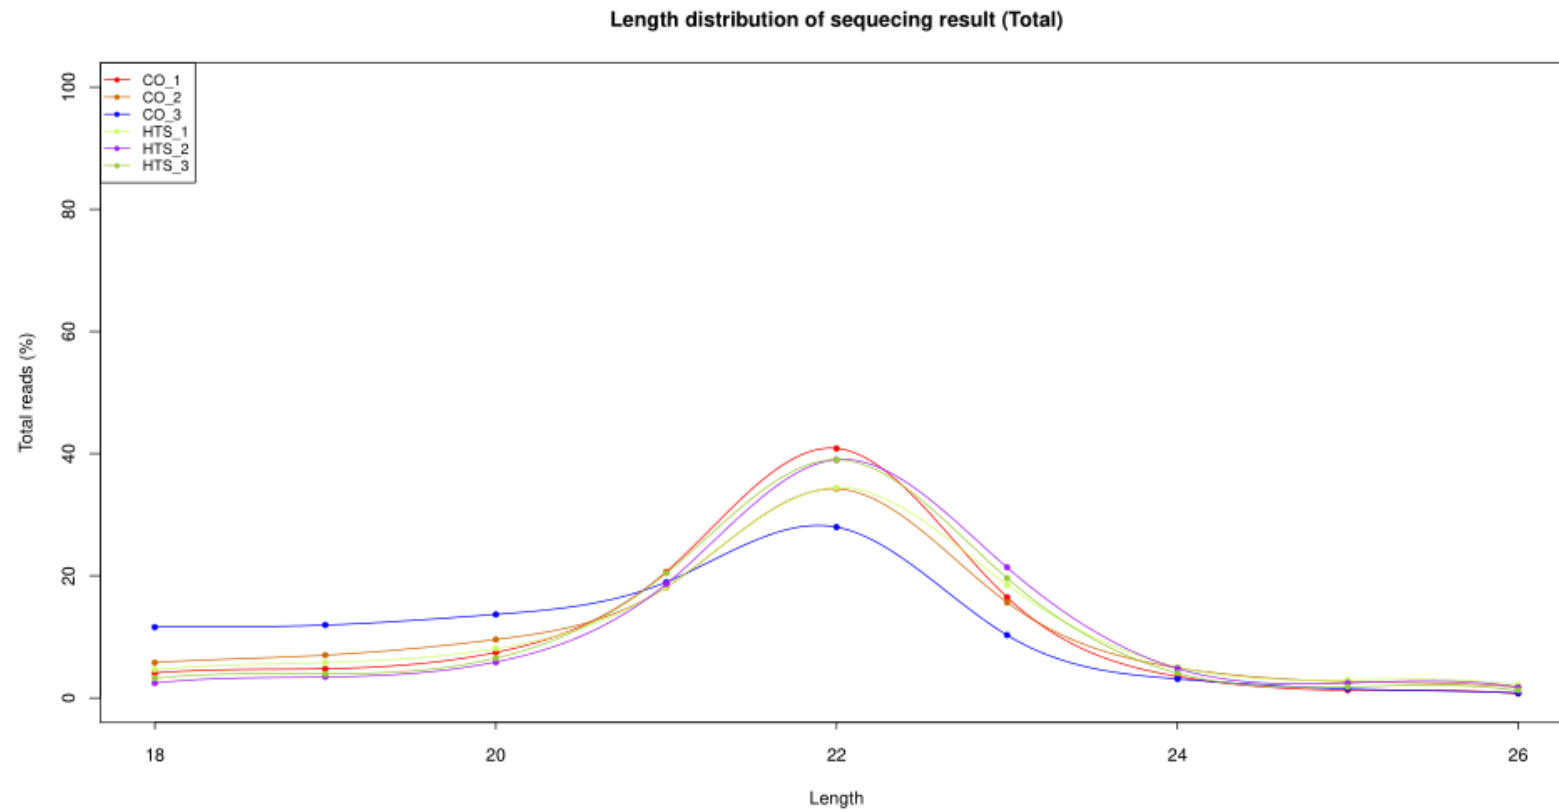

Table S1 Overview of reads for miRNA-seq of GIFT (*Oreochromis niloticus*) from raw data to cleaned sequences

  

Overview of reads from raw data to cleaned sequences.

3ADT&length filter: reads removed due to 3ADT not found and length with <18 nt and >25 nt were removed (for plants); length with <18 and >26 were removed (for animals)

Junk reads: Junk: >=2N, >=7A, >=8C, >=6G, >=7T, >=10Dimer, >=6Trimer, or >=5Tetramer

Rfam: Collection of many common non-coding RNA families except micro RNA; <http://rfam.janelia.org>

Repeats: Prototypic sequences representing repetitive DNA from different eukaryotic species; <http://www.girinst.org/replibase>.

Notes: valid reads may not be equal to raw reads - 3ADT&length filter - Junk reads 'C mRNA 'C Rfam - Repeats, because there are overlapped sequences between mRNA & Rfam and Repeats, details please refer to \_comp\_others.txt in fold 2\_MappedData.

mRNA\_Database: [http://asia.ensembl.org/Oreochromis\\_niloticus/Info/Index/cdna/](http://asia.ensembl.org/Oreochromis_niloticus/Info/Index/cdna/)

Table S2 List of know-miRNA and novel-miRNA of GIFT (*Oreochromis niloticus*)

---

#### miRNA\_Index mature miRNA

---

miR\_name The miR\_name is composed of the 1st known miR name in a cluster, a underscore, and a matching annotation: such as

---

L-n means the miRNA\_seq (detected) is n base less than known rep\_miRSeq in the left side;

R-n means the miRNA\_seq (detected) is n base less than known rep\_miRSeq in the right side;

L+n means the miRNA\_seq (detected) is n base more than known rep\_miRSeq in the left side;

R+n means the miRNA\_seq (detected) is n base more than known rep\_miRSeq in the right side;

2ss5TC13TA means 2 substitution (ss), which are T->C at position 5 and T->A at position 13

if there is no matching annotation, the miRNA\_seq (detected) is exactly same as known rep\_miRSeq.

New discovered 5p/3p sequence has been annotated as p3/p5: which is directly differentiate with the reported sequences,

---

miR\_seq is a read at 5' or 3' of maximum mapped score in each cluster.

---

len miR\_seq length

---

Sequence in miRbase New, miRNA identified in this study and not reported in miRBase,mainly for new reported 5p or 3p sequence; Diff, confirming miRNA sequences in miRBase, but different sequences are reported in our study; and Yes, confirming miRNA sequences in miRBase.

---

gp1:Reads were mapped to miRNAs/pre-miRNAs of specific species in miRbase and the pre-miRNAs were further mapped to genome & EST.

gp2:Reads were mapped to miRNAs/pre-miRNAs of selected species in miRbase and the mapped pre-miRNAs were not further mapped to genome, but the reads (and of course the miRNAs of the pre-miRNAs) were mapped to genome. The extended genome sequences from the genome loci may form hairpins.

gp3:Reads were mapped to miRNAs/pre-miRNAs of selected species in miRbase and the mapped pre-miRNAs were not further mapped to genome, and the reads were not mapped to genome, either. but the reads were mapped to the miRNAs(Matures)

gp4:Reads were not mapped to pre-miRNAs of selected species in miRbase. But the reads were mapped to genome & the extended genome sequences from genome may form hairpins.

---

Table S3 List of miRNA member in each family of GIFT (*Oreochromis niloticus*)

---

Table S4 List of DE miRNAs of GIFT (*Oreochromis niloticus*) in response to high temperature stress

Note: red is  $P$  value  $\leq 0.001$ , orange is  $P$  value  $\leq 0.01$ , blue is  $P$  value  $< 0.05$ ,

Figure S3 The repeatability analysis of mRNA libraries between samples by using of pearson correlation

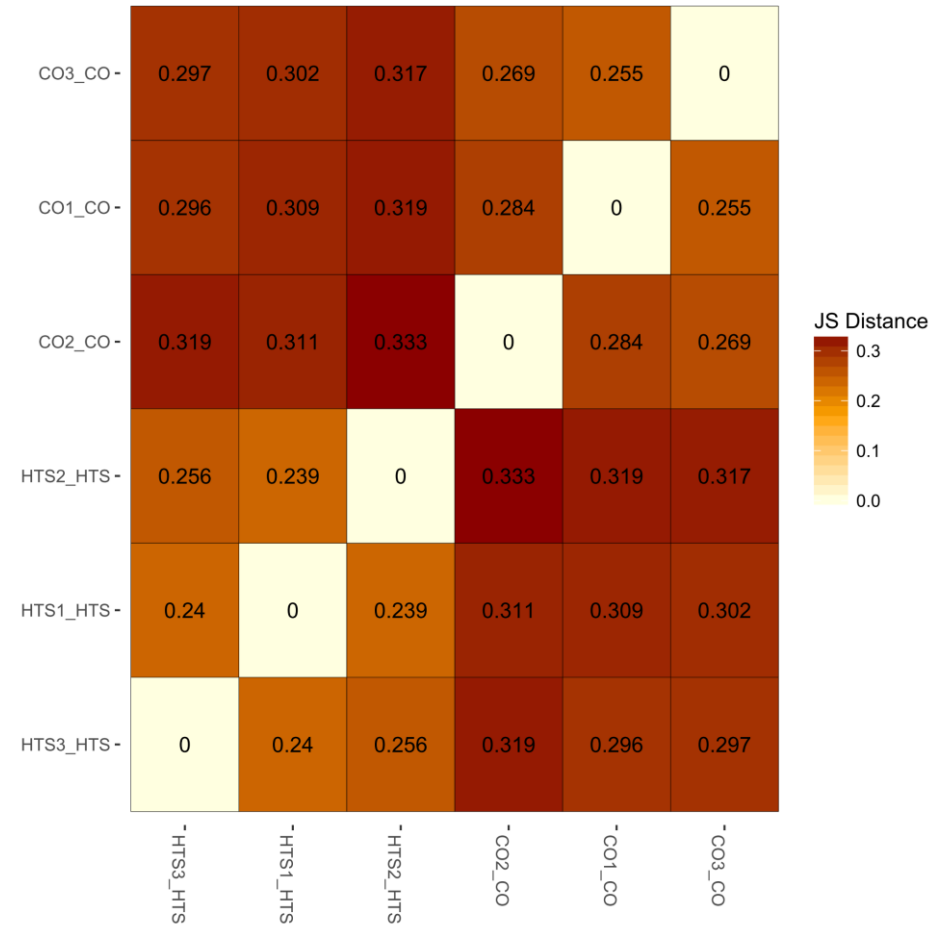

Table S5 Overview of reads for mRNA-seq of GIFT (*Oreochromis niloticus*) and quality filtering

Table S6 Summary of read data aligned with *Oreochromis niloticus* transcriptome

Table S7 Exonic rates (%) of CO and HTS libraries regarding the mRNA-seq experiments

Table S8 List of the differentially expressed genes in response to high temperature stress

---

Table S9 List of miRNA-mRNA pairs with positive and negative correlation

---

Table S10 List of miRNA-mRNA pairs with negative correlation

[illegible]

Table S11 Primer design of DE miRNA

Table S12 Primer design of DE mRNA

How the deposited data were processed for this re-analysis (not part of the article)

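Small RNA and poly(A) RNA were measured in 12 libraries, 6 of each kind, from the livers of GIFT tilapia. Each library pools 3 fish of one tank, and 3 CO tanks (28 °C in the paper, 29 °C in the sample labels) and 3 HTS tanks (37.5 °C for 24 h) were used. The paper gives no hour for the CO livers that were sequenced.

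The miRNA values are the modified RPM that the authors computed, rounded to whole numbers. They are not scaled to a common total, and although RPM had been assumed when the comparisons were planned, they were treated as a score: the score values were normalized by the authors before they were deposited, after removal of adaptors and of reads that match other RNAs. Entries with the same mature sequence carry the same values and were counted once, which left 463 of 538 entries. The mRNA values are FPKM, computed by the authors with TopHat and Cufflinks, for 10943 entries with Ensembl identifiers, of which 128 hold more than 1 gene name. The genome build is not stated. The mRNA table holds the first part of the loci only, so a gene outside it was not analysed here. Read counts behind the values were not used here, so the precision that depth gives to a single value is unknown.

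Values were transformed as log2 of the value plus 1. Features with a mean of at least 1 over the 6 libraries of a kind were compared between HTS and CO with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, and p was adjusted by the Benjamini-Hochberg method. The study's criteria were applied with limma's unadjusted p. The minimum of 5 normalized reads or 10 FPKM was asked of the higher group mean, since the paper does not say where it holds. Shares of normalized reads were compared with a two-sided exact permutation test. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 10 lists. The other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

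The comparisons, thresholds, lists and alternatives were chosen before the data were examined, except where the text says otherwise. The lists were cytosolic heat-shock proteins, endoplasmic reticulum chaperones, cholesterol synthesis, fatty acid synthesis, complement and coagulation, other secreted hepatocyte proteins, leukocytes, erythrocytes, exocrine pancreas and skeletal muscle, with miRNA lists for muscle, leukocytes, erythrocytes, exocrine pancreas and hepatocytes. The list of endoplasmic reticulum chaperones also held genes that are not chaperones, such as sec61g and atf4b. A cardiac list was written after the results were seen. The genes named in the text were set by a rule: the miRNAs of Table 3 and mRNAs of Table 4, at most 3 members of each list (the most abundant), and the 5 largest rises and 5 largest falls with an adjusted p under 0.05, no overlap between the groups, and a higher group mean of at least 10 FPKM or 5 normalized reads. Predicted pairs were counted by direction, without a correlation across libraries.

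The alternatives were a pseudocount of 0.1, no minimum or a minimum mean of 10, median-ratio rescaling, quantile normalization, rescaling without miR-122, every miRNA entry counted, the unmoderated test named in the methods, the minimum asked of both group means, each library left out in turn, and the library number as a block. For lists, camera with an estimated correlation and fry were added. The comparison was tested on simulated data with changes of 2 on the log2 scale: 168 of 200 changed mRNAs were recovered (84.0%) with 13 false calls, and 23 of 42 changed miRNAs with 1 false call.

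The qPCR, blood and survival measurements, the read totals and the pathway enrichment were not analysed here, and the result of one gene is not reported here. The copies of Tables S9 and S10 read here hold fewer pairs than the paper counts, so no enrichment was tested on them.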

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

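The camera tests of the gene lists and their fits that each left out one library were set beforehand. Of the tests of an explanation, those for leukocytes behind miR-142 and for differing amounts of pancreas were also set beforehand. So was one for skeletal muscle tissue behind miR-1, miR-133 and miR-206 that is replaced below. The other tests of an explanation in this part were chosen only after the result was seen. The results below are signals in gene lists and miRNAs that the paper does not discuss, except miR-1 and miR-206 in the last paragraph, which it does.

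Cytosolic heat-shock mRNAs were higher in HTS. Of 12 listed genes, 10 are expressed at 1 FPKM or more in these livers, 0 are in the study's tables or figures, and none is in another list. All 10 were higher in HTS, with a median log2 fold change of 2.71 (camera, adjusted p = 2.7e-06). The median lay between 2.56 and 2.79 across the 6 fits that each left out one library. In this list 8 genes had an adjusted p under 0.05 over all genes and 9 when adjusted over the list alone. The most abundant were hsp90ab1 (255 ± 51.1 to 607 ± 71.6 FPKM, SD, n = 3; log2 fold change 1.26), ahsa1b (3.13) and fkbp4 (2.67). The authors' scaling is not the whole cause, since the median was 2.65 after quantile normalization. Nor is a differing share taken by a few abundant mRNAs: after rescaling without the 10 most abundant entries it was 2.77. A response of liver cells to 37.5 °C is a candidate explanation and stays a hypothesis. The paper gives no hour for the CO livers that were sequenced, although it gives 24 h for those of its qRT-PCR, so a difference in sampling time stays open and was not tested.

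Leukocyte mRNAs were lower in HTS: 14 of the 15 listed genes are expressed at 1 FPKM or more, 11 of these 14 were lower, and 0 are in the study's tables. The median log2 fold change was -1.21 (camera, adjusted p = 0.00018), from -1.28 to -1.09 across the 6 fits that each left out one library. At an adjusted p under 0.05 there were 9 genes over all genes tested and 10 when adjusted over the list alone. The most abundant members moved apart: cd74b fell from 1119 ± 241 to 173 ± 46.0 FPKM (SD, n = 3), with a log2 fold change of -2.70, and both LYZ entries were not lower (0.18 and 0.63). miR-142a-3p, abundant in leukocytes, fell by 1.32 on the log2 scale (-1.32, from 3584 ± 442 to 1429 ± 130 normalized reads, SD, n = 3) and kept its direction under the scalings tried, at -1.45 with quantile normalization and -1.60 without miR-122. Its adjusted p of 0.011 was above 0.05 without CO-2 or any one HTS library, at most 0.094. Fewer leukocytes in the HTS pools may explain this, given the list median of -1.21. In blood, the paper reports white cell counts that were highest at 24 h of heat stress, the hour of the HTS livers. Those counts go against fewer leukocytes in circulation, but leukocytes in the liver were not counted. A fall like the list median was not seen in miR-223, miR-150 and miR-146a-5p, which had a median log2 fold change of 0.12. All were more than 2 standard errors above the list median. After rescaling without miR-122 they were at -0.32, -0.13 and -0.15, and with quantile normalization at -0.23, 0.018 and -0.046, and 3 of 3 were still that far above it each time. This sets miRNAs against mRNAs with the standard errors of the miRNAs only. Whether these miRNAs come from leukocytes alone was not tested, so fewer leukocytes of every kind are not excluded. Lower expression of the listed genes within leukocytes, or loss of one kind of leukocyte, stays open.

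Erythrocyte mRNAs were lower: 8 of 15 listed genes are expressed at 1 FPKM or more, and 2 of the 15 are in the study's tables. Their median log2 fold change was -1.74 (camera, adjusted p = 0.0018), from -2.16 to -1.41 across the 6 fits that each left out one library, and 7 genes had an adjusted p under 0.05 over all genes and 7 when adjusted over the list alone. The fall of hbae3 was -4.07, that of slc4a1a -2.95 and that of alas2 -1.61. The adjusted p of alas2 (0.049) was above 0.05 in 5 of the fits without one library, at most 0.13. Less blood in the HTS pools may explain part of this. The paper reports red cell counts that were highest at 24 h of heat stress. Those are counts in drawn blood and do not give the amount of blood in a liver pool. The 4 compared mRNAs of at least 10 FPKM fell, but they belong to the list, so their fall is not separate evidence. Among the less abundant listed genes, fech was higher (0.26). Both miR-144 strands, which are outside the list, fell, at -1.19 (adjusted p = 0.090) and -1.50 (adjusted p = 0.073, limma with Benjamini-Hochberg adjustment). Neither strand passed the threshold. The falls were unequal: relative to alas2, the log2 change was -1.42 for slc4a1a and -2.44 for hbae3, lower in 3 of 3 HTS libraries than in every CO library. Less blood alone would give equal falls only if these mRNAs came from blood cells alone, which was not tested. The comparison also rests on alas2 as its only reference, so less blood as the only cause is not excluded. A change within blood cells stays open.

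Exocrine pancreas mRNAs were lower: 7 of 7 listed genes are expressed at 1 FPKM or more, 7 of 7 were lower, and 1 is in the study's tables. The median log2 fold change was -1.82 (camera, adjusted p = 0.013). It was -1.15 (adjusted p = 0.063) without CO-1 and -3.08 without CO-2. At an adjusted p under 0.05 there were 2 genes over all genes and 2 when adjusted over the list alone. The ela2 values were 11238, 540 and 3023 FPKM in CO and 868, 509 and 1378 in HTS. The log2 fold changes were -1.64 for ela2, -2.22 for ela2l and -1.65 for cpb1. Differing amounts of pancreas tissue in the pools may be a source: the genes correlated within groups at a mean r of 0.615, as high in 1 of 1000 random lists, and the CO order of ela2 was shared by 5 other pancreas mRNAs and by miR-216a, miR-216b and miR-217, though not by miR-375-3p. Whether the HTS pools held less pancreas cannot be told apart from equal amounts: these 3 miRNAs had a median log2 fold change of 0.64, but that of miR-216a (standard error 0.70) lay between -0.15 without CO-2 and 1.43 without CO-1. Less pancreas as the only cause is argued against, since the log2 ratio of the pancreas mRNAs to these miRNAs in libraries of the same number changed by -2.76 (standard error 0.51), lower in 3 of 3 HTS libraries than in every CO library. It lay between -3.22 and -2.49 across the 6 comparisons that each left out one library. Lower enzyme expression within pancreas cells stays open.

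Skeletal muscle mRNAs were lower: 6 of the 30 listed genes in the table are expressed at 1 FPKM or more, 0 are in the study's tables, and all 6 were lower, with a median log2 fold change of -1.38 (camera, adjusted p = 0.0014), from -1.53 to -1.31 across the 6 fits that each left out one library. At an adjusted p under 0.05 there were 4 genes over all genes and 4 when adjusted over the list alone. The most abundant were Mb (-4.70), cox6a2 (-1.29) and tpm2 (-1.15). Less skeletal muscle tissue in the HTS pools is argued against because 11 troponin, myosin and parvalbumin mRNAs reached at most 0.47 FPKM in a CO library. A change of these genes in other liver cells stays open and was not tested.

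Against these falls, 10 of 10 muscle miRNA sequences (miR-1, miR-133, miR-206 and miR-499) were higher in HTS, also after median-ratio rescaling and quantile normalization. Muscle tissue in the HTS pools is argued against because the 11 mRNAs above, picked out after their values were seen, reached at most 0.49 FPKM in an HTS library. The list median, which had been chosen for this beforehand, is not used, since its genes fell without a sign of muscle tissue in the CO pools. Heart tissue cannot be told apart from other sources, since only 4 of 12 listed cardiac mRNAs were in the table and the highest, tnnt2a, reached 1.2 FPKM in HTS. A higher expression in liver cells stays open.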

How the results depend on the processing

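The alternatives were set beforehand, except rescaling without miR-122 for single miRNAs and quantile normalization for single miRNAs and ldlra, which were chosen after seeing the data; the tests of other splits were chosen only after the result was seen. DESeq2 was not run because the files hold no raw counts.

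For miRNAs the count at an adjusted p under 0.05 was 14. It was from 12 to 17 with a pseudocount of 0.1, either filter, median-ratio rescaling, quantile normalization, rescaling without miR-122 or every entry counted, and the 14 kept their direction under median-ratio rescaling, quantile normalization, rescaling without miR-122 and each library left out. It was 0 with the unmoderated test on linear values (63 at an unadjusted p under 0.05) and from 0 to 18 across the 6 fits that each left out one library (0 without any one HTS library, with 60, 51 and 60 at an unadjusted p under 0.05). By the study's criteria 60 sequences became from 47 to 95 across the 6 fits that each left out one library, the latter without CO-1. The cause was not tested beyond the smaller groups.

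For mRNAs the count of 1704 at an adjusted p under 0.05 was 678 with a minimum mean of 10, where 1626 entries were tested, 763 with the unmoderated test, and from 1108 to 1312 across the 6 fits that each left out one library. In simulated data the unmoderated test also recovered fewer changed features, 88 against 168 of 200 mRNAs and 9 against 23 of 42 miRNAs, so its lower power may explain the lower counts; no other cause was tested. By the study's criteria 708 mRNAs became 318 when the minimum was asked of both group means, by the construction of that rule, and from 665 to 731 with one library left out. Quantile normalization gave 336 higher and 351 lower against 392 and 316.

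Pairs with both members at an adjusted p under 0.05 numbered from 0 to 3 for Fig. 6, from 0 to 52 for Table S9 and from 0 to 40 for Table S10 across the fits that each left out one library. Without any one HTS library they were 0 by construction, since 0 miRNAs then passed; the cause of the other changes was not tested. Of the 10 lists, 8 passed with camera's preset correlation and 0 with the estimated one, where 2 had an unadjusted p under 0.05.

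Mean correlations moved with the scale. On linear values they were 0.987 within CO, 0.993 within HTS and 0.989 between groups for miRNAs, and 0.759, 0.883 and 0.577 for mRNAs. With a minimum mean of 10 they were 0.978 within HTS and 0.941 between groups for miRNAs, and 0.910, 0.921 and 0.705 for mRNAs. Fewer low values enter then; the cause was not tested further.

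Among the changes that reversed, all of results not past the threshold, were complement and coagulation without HTS-2 by camera's direction (median -0.26, and from -0.42 to -0.13 with one library left out), miR-22a-3p with quantile normalization (-0.18), miR-194-3p (-0.085), miR-150 (-0.13) and miR-146a-5p (-0.15) without miR-122, miR-216a without CO-2 (-0.15), ldlra without CO-2 (-0.34) or HTS-3 (-0.031; up to 0.46 with one library left out) or with quantile normalization (-0.023), elovl6 without CO-3 (-0.30) or HTS-3 (-0.16; up to 0.44) and LYZ (ENSONIT00000015919) without HTS-3 (-0.018; up to 0.31). The cause was not tested. With one library left out, 44 values of 10 named miRNAs and 23 of 5 named mRNAs were no longer past the threshold, and 3 values of 3 mRNAs newly were.

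The tanks are separate, so equal library numbers do not pair the samples. With the number as a block, 0 miRNAs had an adjusted p under 0.05 (47 at an unadjusted p under 0.05) and 1331 mRNAs did, and 0 pairs of Fig. 6, Table S9 or Table S10 had both members past it. Residuals of libraries with the same number correlated at -0.066, 0.038 and -0.031 for mRNAs and -0.160, 0.063 and 0.074 for miRNAs.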

Differences from the paper's values

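The alternatives here were set before the data were examined, except quantile normalization and rescaling without miR-122 for single miRNAs and where the text says otherwise, and no tests were chosen only after the result was seen. By its criteria the paper counts 28 miRNAs, 17 higher and 11 lower in HTS, against 60, 38 and 22 here. The paper takes its 28 from the list of Table S4. Of the 50 tested sequences of that list 37 met the criteria, a count chosen after the values were seen, which is within 1.5 times the paper's count. Over all 424 sequences the lowest total was 43, with the library number as a block, and it was 47 with the unmoderated test, both outside that range. The count of lower miRNAs was 14 with either of these, which is within 1.5 times the paper's. The count of higher miRNAs was 22 after rescaling without miR-122, also within that range.

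The paper gives 1525 pairs in Table S10, against 741 in the copy read here, and no alternative applies. For the lowest correlations between miRNA libraries, Fig. S1 shows about 0.98 within CO, about 0.99 within HTS and about 0.98 between groups, read by eye, against 0.946, 0.970 and 0.942 on the log2 scale here. On linear values the lowest were 0.987 within HTS and 0.979 between groups, and these as well as the value within CO do not differ by the rule used, and with a minimum mean of 10 they were 0.940, 0.977 and 0.928, which do.

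For miR-10c the paper's log2 ratio is 1.59, against 0.90 here. It was 0.78 after median-ratio rescaling, 0.87 with quantile normalization, chosen for single miRNAs after seeing the values, and from 0.82 to 1.04 with one library left out, so none closed the gap.

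Fig. 3 draws miR-1, miR-122, miR-133a and miR-133b as higher in CO and miR-1338-5p and miR-7132b-5p as higher in HTS. The log2 fold changes here were 4.82, 0.49, 4.32 and 5.05, and -1.64 and -1.71. The paper calls the 15 miRNAs of Table 3 changed; 3 had an adjusted p under 0.05 here (limma, Benjamini-Hochberg), and 7 had a ratio of means between 0.67 and 1.5. With the unmoderated test on linear values all 15 had an unadjusted p under 0.05, as did 50 of the 50 tested sequences of Table S4. The paper calls TNIP1 and HMOX1 lower in HTS; their adjusted p was 0.21 and 0.12 here.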

Other observations

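The tests in this part were chosen only after the result was seen, except the comparisons of the miRNA lists at its end, which were set beforehand. The 6 libraries of each kind make 10 splits into 3 and 3, so a share under 0.1 cannot be reached, and the share alone decides nothing. As many miRNAs with an adjusted p under 0.05 came from 1 of 10 splits, and the other splits gave 0. As many mRNAs at that threshold came from 1 of 10, the others giving from 0 to 1, and as many by the study's criteria from 1 of 10, the others giving from 12 to 43. As many lists came from 2 of 10, since the split with CO-1, CO-3 and HTS-3 together also gave 8. The remaining splits gave from 2 to 5 lists. Every split that mixed CO and HTS libraries thus called some lists, so a camera call at the preset correlation does not by itself single out heat. All 24 tested pairs of Fig. 6 were opposite in 1 of 10 splits, the others giving from 17 to 23.

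As many miRNAs by the study's criteria came from 2 of 10 splits: setting CO-1, HTS-2 and HTS-3 against the others also gave 60. The authors' scaling is a candidate explanation for that split, as its count was 41 after median-ratio rescaling and 36 after rescaling without miR-122, where the real split gave 64 both times. No biological explanation was tested.

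Apart from miR-122, which has no value once it is left out of the scaling, 5 miRNAs of Table 3 rose by less than 1.5-fold. Whether the authors' scaling made these rises cannot be told apart from a small real rise: 4 of the 5 were still higher after rescaling without miR-122, with a median log2 fold change of 0.12 in place of 0.39, and 5 of 5 after median-ratio rescaling. The total of all miRNA molecules was not measured, which keeps this open.

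Exact zeros beside a value of at least 100 FPKM in the same group occurred 7 times in 6 mRNA entries, named here after their values were seen: serpinf2b, ENSONIG00000004005, c8g, gstt1a, CYP2W1 and tktb. Of the values under 1 in such places, 50% were exactly 0, so failed estimates written as 0 cannot be told apart from low expression. None of the 6 had an adjusted p under 0.05, and 33 mRNAs that did had an exact zero.

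Among the other miRNA lists, erythrocyte miRNAs were lower in 3 of 3 sequences (0 with an adjusted p under 0.05), pancreas miRNAs higher in 4 of 4 (0), leukocyte miRNAs higher in 3 and lower in 5 (2), and hepatocyte miRNAs higher in 11 and lower in 2 (0), with median log2 fold changes of -1.19, 0.57, -0.12 and 0.29. These counts are under the authors' scaling. After rescaling without miR-122, chosen for single miRNAs after seeing the data, the miR-122 sequences have no value. Of the other hepatocyte miRNAs, miR-192a-5p, miR-192b-5p and miR-194-3p then turned lower (-0.081, -0.033 and -0.085). The entries tni-miR-194, dre-miR-194a and oan-miR-194-5p stayed higher (0.069, 0.49 and 0.47), and miR-192a-3p and miR-194b-5p stayed lower (-0.96 and -0.54).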
